# Low C6orf141 Expression is Significantly Associated with a Poor Prognosis in Patients with Oral Cancer

**DOI:** 10.1038/s41598-019-41194-1

**Published:** 2019-03-14

**Authors:** Cheng-Mei Yang, Hao-Sheng Chang, Hung-Chih Chen, Jyun-Jie You, Huei-Han Liou, Su-Chen Ting, Luo-Ping Ger, Sung-Chou Li, Kuo-Wang Tsai

## Abstract

C6orf141 (Chromosome 6 open reading frame 141) is a novel gene, and its role in oral cancer progression remains unclear. C6orf141 expression in oral squamous cell carcinoma (OSCC) and adjacent normal tissues from 428 patients was examined through immunohistochemistry (IHC). Our results revealed that C6orf141 expression was significantly reduced in OSCC compared with adjacent normal tissues. Low C6orf141 expression was significantly associated with a poor American Joint Committee on Cancer pathological stage (*P* < 0.001), T classification (*P* = 0.002), and pN stage (*P* = 0.032). Kaplan–Meier curves revealed that low C6orf141 expression was significantly associated with shorter disease-specific survival (DSS) in patients with OSCC (log-rank *P* = 0.007). Multivariate analysis indicated that low C6orf141 expression was an independent prognostic biomarker for DSS (adjusted hazard ratio = 1.34; 95% confidence interval = 1.10–1.81; *P* = 0.05). Additionally, ectopic C6orf141 expression could significantly suppress oral cancer cell proliferation, colony formation, and migratory and invasive abilities. Xenograft tumor growth assay revealed that C6orf141 could significantly suppress oral tumor growth *in vivo*. Our results suggest that C6orf141 plays a novel tumor-suppressive role in oral cancer cell growth and motility. Furthermore, C6orf141 dysfunction could be a potential prognostic biomarker for OSCC and provide new therapeutic strategies in the future.

## Introduction

Oral cancer is the sixth most common malignancy worldwide^1,2^. It is the fourth cause of cancer death in male individuals and the top cancer in young male adults (25–44 years old) in Taiwan^3,4^. More than 90% of oral cancers are classified as oral squamous cell carcinoma (OSCC), typically observed on the tongue, buccal mucosa, and lips^5^. Habitual substance use, betel quid chewing, tobacco smoking, and alcohol drinking were reported to be associated with increased incidence and mortality rates of oral cancer^6^. Despite considerable progress in cancer treatment and management, the mortality rate associated with patients with OSCC remains unchanged. In Taiwan, the 5-year overall survival rate of patients with OSCC has remained at approximately 50% for several decades^4^. Metastasis and local recurrence are major problems due to therapy failure. However, most patients with OSCC were reported to be diagnosed at an advanced stage, leading to a low 5-year survival rate^3^. Therefore, developing a favorable biomarker for diagnosis or diagnosis using human genome information and molecular technologies may help to improve the survival rate of patients with OSCC.

Carcinogenesis is a complex multistep process in which genetic events within signal transduction pathways governing normal cellular physiology are quantitatively altered^7^. Gene dysfunctions are clinically attractive as candidate prognostic markers and therapeutic targets. Accumulating studies have identified several biomarkers for predicting OSCC progression, including moesin, Caspase 3, fibronectin 1, CD44, and SOX21-AS1^8–11^. In our previous study, we identified several deregulated genes in oral cancer through a next-generation sequencing approach^10^. Among these dysfunctional genes, chromosome 6 open reading frame 141 (C6orf141) located at chromosome 6p12.3 was identified as being involved in deregulating OSCC. However, the role of C6orf141 in human cancer is unknown.

According to the Human Protein Atlas (HPA) database, C6orf141 was expressed in some human cancers, including cancers of the brain, colon, duodenum, endometrium, esophagus, gall bladder, skin, stomach, and testis^12^. In addition, an analysis of The Cancer Genome Atlas (TCGA) database revealed that low expression levels of C6orf141 were associated with a poor survival rate in patients with breast cancer, endometrial cancer, and head and neck cancer^12^. However, the clinical effect of C6orf141 expression on OSCC remains largely unknown, and details of its role has not yet been fully elucidated. In this study, we examined the expression levels of C6orf141 in OSCC and adjacent normal tissues by using immunohistochemistry (IHC). Furthermore, we assessed the association between C6orf141 expression and clinical pathological features. We also assessed that effect of C6orf141 expression on cell growth and the invasion of OSCC cell lines.

## Results

### C6orf141 expression significantly decreased in OSCC

C6orf141, located at 6p12.3, is a novel protein-coding gene that can generate a small protein with a molecular size of 26.8 kDa (Fig. 1a). According to the HPA database, C6orf141 is broadly expressed in human tissue, such as in the gastrointestinal tract, liver, and gallbladder^12^. The UCSC Genome Browser also reveals that C6orf141 can generate several noncoding RNA transcripts through alternative splicing (Fig. 1a). Therefore, we examined the expression levels of protein-coding and noncoding transcripts of C6orf141 in OSCC tissues from 95 patients by using real-time PCR. Our data revealed that the expression levels of the protein-coding transcripts of C6orf141 were significantly reduced, whereas those of noncoding transcripts had no significant difference in OSCC compared with adjacent normal tissue (Fig. 1b,c). We further examined the protein levels of C6orf141 in OSCC and adjacent normal tissues by using IHC. Of the 428 patients with OSCC examined in this study, 183 had buccal mucosa SCC (BMSCC) and 245 had tongue SCC (TSCC). In the cohort, 287 patients had tumor-adjacent normal tissues and 57 had normal uvula tissues. The clinical pathological features of patients with OSCC are summarized in Table 1.

**Figure 1:**
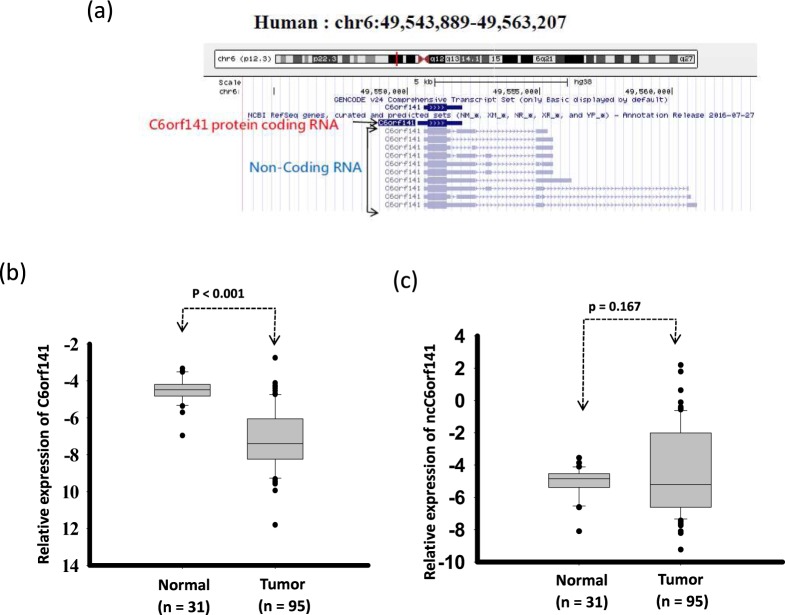
Expression levels of C6orf141 in oral cancer. (**a**) Schema of the locations of the C6orf141 and C6orf141 non-protein-coding genes determined using the UCSC Genome Browser of the human genome build GRCh37/hg19. (**b**) Expression levels of C6orf141 were examined in OSCC and adjacent normal tissues through real-time PCR. (**c**) Expression levels of noncoding transcripts of C6orf141 were examined using real-time PCR in OSCC and adjacent normal tissues.

**Table 1:** Clinicopathologic data of patients with OSCC.

Variable	OSCC for IHC	OSCC for Real-time PCR
	No. (%)	No. (%)
Sex		
Female	32 (7.5)	9 (9.5)
Male	396 (92.5)	86 (90.5)
Age, y		
≦40	71 (16.6)	6 (6.3)
41–50	136 (31.8)	18 (18.9)
51–60	123 (28.7)	37 (38.9)
>60	98 (22.9)	34 (35.8)
Subsite		
Buccal	183 (42.8)	36 (37.9)
Tongue	245 (57.2)	19 (20.0)
Other oral mucosal sites	0 (0.0)	40 (42.1)
Cell differentiation		
Well	73 (17.1)	14 (14.7)
Moderate	329 (76.9)	75 (78.9)
Poor	26 (6.1)	6 (6.3)
AJCC pathological stage		
I	135 (31.5)	19 (20.0)
II	143 (33.4)	28 (29.5)
III	65 (15.2)	6 (6.3)
IV	85 (19.9)	42 (44.2)
T classification		
T1	143 (33.4)	20 (21.1)
T2	188 (43.9)	36 (37.9)
T3	48 (11.2)	6 (6.3)
T4	49 (11.4)	33 (34.7)
N classification		
N0	331 (77.3)	70 (73.7)
N1 + N2	97 (22.7)	25 (26.3)

Abbreviations: SCC, squamous cell carcinoma; AJCC, American Joint Committee on Cancer.

As depicted in Fig. 2a, the C6orf141 protein displayed major nuclear staining, and we observed a more drastic reduction in C6orf141 expression in OSCC tissues than in the corresponding adjacent normal tissues. We further analyzed tissue microarray data through scoring the intensity of C6orf141 staining. As presented in Fig. 2b, the intensity of C6orf141 was measured using a numerical scale (0, no expression; 1, weak expression; 2, moderate expression; and 3, strong expression). C6orf141 expression was lower in OSCC tissues (*P* < 0.001) than corresponding adjacent normal tissues (Fig. 2c and Table 2). C6orf141 downregulation was observed at different subsites of OSCC, revealing that C6orf141 expression was significantly lower in BMSCC and TSCC tissues than in corresponding adjacent normal tissues (Fig. 2d,e and Table 2; all *P* < 0.001). Furthermore, the expression levels of C6orf141 expression was also significantly attenuated in adjacent normal tissues compared with normal uvula tissues (Fig. 2c–e and Table 2).

**Figure 2:**
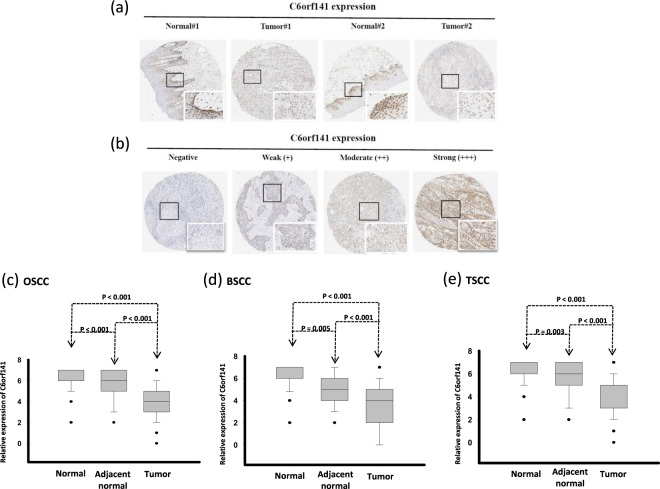
C6orf141 expression was significantly reduced in OSCC (**a**) Protein levels of C6orf141 in patients with OSCC were examined in OSCC tissues and corresponding adjacent normal tissues through IHC analysis, and representative images of 2 patients are presented. (**b**) IHC analysis of C6orf141 expression in the OSCC tissue microarray of 501 patients. Representative photomicrographs reveal negative (−), weak (+), moderate (++) and strong (+++) staining in OSCC tissues. (**c**–**e**) C6orf141 protein expression levels were measured and demonstrated a significant reduction in OSCC, BMSCC and TSCC tissues compared with corresponding adjacent normal tissues.

**Table 2:** Immunohistochemical scores of c6orf141 in patients with OSCC, BMSCC, and TSCC.

Variables	Normal tissue		Tumor adjacent normal		Tumor		χ^2^	*p*-value*
	Mean ± SD	Median	Mean ± SD	Median	Mean ± SD	Median		
OSCC	(n = 57)		(n = 287)		(n = 428)			
	6.18 ± 1.15^g,h^	7.00	5.35 ± 1.45^g,i^	6.00	3.94 ± 1.81^h,i^	4.00	159.804	**<0.001**
BMSCC	(n = 27)		(n = 121)		(n = 183)			
	6.07 ± 1.17^a,b^	6.00	5.18 ± 1.54^a,c^	5.00	3.57 ± 1.89^b,c^	4.00	77.439	**<0.001**
TSCC	(n = 30)		(n = 166)		(n = 245)			
	6.27 ± 1.14^d,e^	7.00	5.47 ± 1.38^d,f^	6.00	4.22 ± 1.69^e,f^	5.00	84.914	**<0.001**
	Z = −0.872; p = 0.383		Z = −1.471; p = 0.141		χ^2^ = −3.517; p < 0.001			

Abbreviations: OSCC, oral squamous cell carcinoma; BMSCC, buccal mucosa squamous cell carcinoma; TSCC, tongue squamous cell carcinoma; SD, standard deviation.

*P values were estimated by Kruskal-Wallis one-way ANOVA test.

^a^P = 0.003; ^b^p < 0.001; ^c^p < 0.001; ^d^p = 0.001; ^e^p < 0.001; ^f^p < 0.001; ^g^p = 0.001; ^h^p < 0.001; ^i^p < 0.001.

### Effects of C6orf14 expression on clinicopathological outcomes of patients with OSCC

We further studied the association between C6orf141 expression and clinicopathological parameters including sex, age, cell differentiation, pathological stage, T classification, and N classification. As presented in Table 3, low C6orf141 expression was significantly associated with advanced pathological stage (I vs II + II + IV, *P* = 0.001), large tumor size (T1 vs T1 + 2 + 3, *P* = 0.002), and advance N stage (N0 vs N1 + N2, *P* = 0.032) in patients with OSCC, whereas a higher C6orf141 expression level was weakly correlated with older patients (*P* = 0.062). Additionally, C6orf141 expression in tumor tissues was significantly different among the BMSCC and TSCC (Table 3). C6orf141 expression was significantly lower in the buccal mucosal epithelium than in the tongue epithelium (Table 3, *P* < 0.001). Thus, a stratification analysis was performed according to the 2 different subsites. Our results reveal a significantly lower C6orf141 expression level along with advanced pathological stage (I vs II + III + IV, *P* < 0.001) and large tumor size (T1 vs T2 + 3 + 4, *P* < 0.005) in BMSCC, but not in TSCC (Table 4).

**Table 3:** The correlation between C6orf141 expression and clinical pathological features in patients with OSCC.

Variable	OSCC			
	No. (%)	Mean ± SD	Median	*p value*
Sex				
Female	32 (7.5)	4.41 ± 1.39	5.00	0.183^*^
Male	396 (92.5)	3.91 ± 1.83	4.00	
Age, y				
≦40	71 (16.6)	3.66 ± 1.94	4.00	**0.062** ^**†**^
41–50	136 (31.8)	3.79 ± 1.91	4.00	
51–60	123 (28.7)	3.98 ± 1.66	4.00	
>60	98 (22.9)	4.33 ± 1.69	5.00	
Subsite				
Buccal	183 (42.8)	3.57 ± 1.89	4.00	<0.001^*^
Tongue	245 (57.2)	4.22 ± 1.69	5.00	
Cell differentiation				
Well	73.1 (17.1)	3.99 ± 1.75	4.00	0.826^‡^
Moderate + Poor	355 (83.0)	3.94 ± 1.82	4.00	
AJCC pathological stage				
I	135 (31.5)	4.37 ± 1.70	5.00	**0.001** ^**‡**^
II + III + IV	293 (68.5)	3.75 ± 1.83	4.00	
T classification				
T1	143 (33.4)	4.33 ± 1.72	5.00	**0.002** ^**‡**^
T2 + T3 + T4	285 (66.5)	3.75 ± 1.82	4.00	
N classification				
N0	331 (77.3)	4.05 ± 1.78	4.00	**0.032** ^‡^
N1 + N2	97 (22.7)	3.60 ± 1.88	4.00	

Abbreviations: OSCC, oral squamous cell carcinoma; AJCC, American Joint Committee on Cancer.

*p values was estimated by Mann-Whitney U test.

^†^p values were estimated by Kruskal-Wallis one-way ANOVA test.

^‡^p values were estimated by student’s t-test.

**Table 4:** Correlation between C6orf141 expression and clinicopathological features in patients with BMSCC and TSCC.

Variable	BMSCC				TSCC			
	No. (%)	Mean ± SD	Median	*p value*	No. (%)	Mean ± SD	Median	*p value*
Sex								
Female	4 (2.2)	5.25 ± 0.96	5.50	0.072^*^	28 (11.4)	4.29 ± 1.41	5.00	0.839^*^
Male	179 (97.8)	3.53 ± 1.89	4.00		217 (88.6)	4.22 ± 1.73	5.00	
Age, y								
≦40	24 (13.1)	3.33 ± 2.18	4.00	0.087^†^	47 (19.2)	3.83 ± 1.81	4.00	0.138^†^
41–50	57 (31.1)	3.12 ± 1.91	3.00		79 (32.2)	4.27 ± 1.78	5.00	
51–60	56 (30.6)	3.77 ± 1.75	4.00		67 (27.3)	4.15 ± 1.58	4.00	
>60	46 (25.1)	4.00 ± 1.81	4.50		52 (21.2)	4.62 ± 1.54	5.00	
Cell differentiation								
Well	48 (26.2)	3.73 ± 1.85	4.00	0.495^*^	25 (10.2)	4.48 ± 1.45	5.00	0.427^*^
Moderate + Poor	135 (73.8)	3.51 ± 1.91	4.00		220 (89.8)	4.20 ± 1.72	5.00	
AJCC pathological stage								
I	64 (35.0)	4.25 ± 1.65^a^	5.00	**<0.001** ^**c**^	71 (29.0)	4.48 ± 1.75	5.00	0.133^*^
II + III + IV	119 (75.0)	3.20 ± 1.92	3.00		174 (71.0)	4.12 ± 1.66	4.00	
T classification								
T1	69 (37.7)	4.19 ± 1.70^b^	5.00	**<0.001** ^*^	74 (30.2)	4.46 ± 1.74	5.00	0.153^*^
T2 + T3 + T4	114 (38.3)	3.19 ± 1.91^b^	3.00		171 (69.8)	4.12 ± 1.67	4.00	
N classification								
N0	137 (74.9)	3.72 ± 1.81	4.00	0.057^*^	194 (79.2)	4.27 ± 1.73	5.00	0.381^*^
N1 + N2	46 (25.1)	3.11 ± 2.09	3.50		51 (20.8)	4.04 ± 1.56	4.00	

Abbreviations: BMSCC, buccal mucosa squamous cell carcinoma; TSCC, tongue squamous cell carcinoma; AJCC, American Joint Committee on Cancer.

*p values were estimated by student’s t-test.

^†^p values were estimated by one-way ANOVA test.

^c^p values were estimated by Mann-Whitney U test.

^a^p = 0.005; ^b^p = 0.007.

### Low C6orf141 was correlated with poor survival rates in patients with OSCC

To determine whether C6orf14 is involved in the survival of patients with OSCC, a log-rank test was conducted, and Cox proportional hazards models were analyzed. First, we defined a cutoff value for C6orf121 levels, which was calculated using receiver operating characteristic (ROC) analysis. Based on this cutoff value, the patients were separated into two groups, which represented higher and lower C6orf141 expression in oral cancer. Our results showed that low C6orf14 expression was associated with an unfavorable DSS rate in patients with OSCC (log-rank test: *P* = 0.007, Fig. 3a), but the results revealed no significant difference in disease-free survival (DFS) (*P* = 0.429, Fig. 3b). A multivariate Cox’s regression model revealed a significant association of low C6orf141 expression with poor DSS (adjusted hazard ratio [AHR] = 1.34; 95% confidence interval [CI] = 1.10–1.81; *P* = 0.050), but the model indicated no significant with DFS (AHR = 1.10; 95% CI = 0.82–1.49; *P* = 0.513) (Table 5). A stratification analysis indicated that low C6orf14 expression was associated with poor DSS in patients with BMSCC (log-rank test: *P* = 0.024; Fig. 4a), but the results revealed no significant difference in DFS (Fig. 4b, *P* = 0.449). The analysis also showed a borderline significant association of low C6orf141 expression with poor DSS in patients with TSCC (Fig. 4c, *P* = 0.070) but no significant difference in DFS (Fig. 4d, *P* = 0.731). Further multivariate analysis revealed that low C6orf141 expression was associated with poor DSS in patients with BMSCC (AHR = 1.68; 95% CI = 1.02–2.79; *P* = 0.044), but the results indicated no correlation between DSS and TSCC (Table 5). These findings indicate that C6orf141 may play a crucial but different role in the clinicopathological outcomes of patients with OSCC, especially patients with BMSCC.

**Figure 3:**
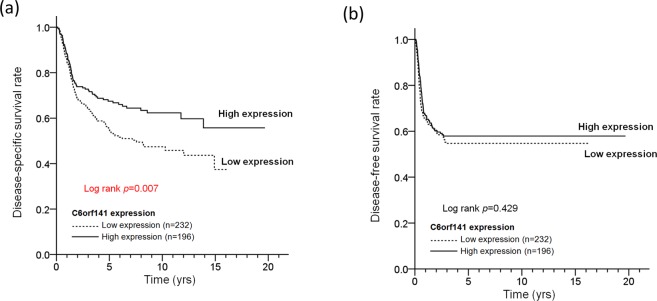
Low expression levels of C6orf141 were associated with a poor survival curve of patients with OSCC. (**a**,**b**) DSS and DFS were compared according to C6orf141 expression in OSCC by using the log-rank test.

**Table 5:** Effect of C6orf141 expression on disease-specific survival and disease-free survival of patients with OSCC, BMSCC, and TSCC.

C6orf141 expression	NO. (%)	DSS		DFS	
		AHR^a^ (95% CI)	p-value	AHR^a^ (95% CI)	p-value
OSCC					
High	196 (45.8)	1	**0.05**	1.00	0.513
Low	232 (54.2)	1.34 (1.10–1.81)		1.10 (0.82–1.49)	
BMSCC					
High	70 (38.3)	1	**0.044**	1.00	0.514
Low	113(61.7)	1.68 (1.02–2.79)		1.17 (0.74–1.84)	
TSCC					
High	126 (51.4)	1	0.401	1.00	0.915
Low	119 (48.6)	1.18 (0.80–1.74)		1.02 (0.69–1.53)	

Abbreviation: OSCC, oral squamous cell carcinoma; BMSCC, buccal mucosa squamous cell carcinoma; TSCC, tongue squamous cell carcinoma; CI, confidence interval; AHR, adjusted hazard ratio.

^a^p-value were adjusted for T classification, N classification, cell differentiation.

**Figure 4:**
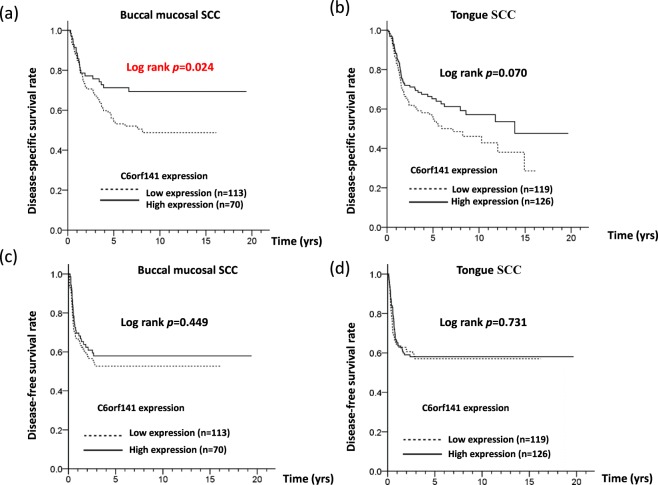
Prognostic significance of C6orf141 was analyzed in different types of OSCC. DSS and DFS were compared according to C6orf141 expression levels in BMSCC (**a**,**b**) and TSCC (**c**,**d**).

### C6orf141 expression suppressed oral cancer cell growth and motility

We examined the expression levels of C6orf141 in eight oral cancer cell lines and the normal epithelial DOK cells through real-time PCR (Fig. 5a). Our data showed that C6orf141 expression was lower in all oral cancer cells than in DOK cells (Fig. 5a). Because C6orf141 expression was downregulated in oral cancer, gain of function might be a more effective approach to studying the biological function of C6orf141. In this study, we constructed a full-length C6orf141 expression vector, with a total length of 747 bp. We selected SAS, a cell line with a low expression level of C6orf141, for a series of functional assays using the gain-of-function approach. As depicted in Fig. 5b, the expression levels of C6orf141 were increased 25-fold in SAS with pC6orf141 transfection compared with the control group. Ectopic C6orf141 expression could significantly suppress oral cancer cell proliferation (Fig. 5c). A colony formation assay revealed that C6orf141 overexpression could also inhibit SAS cell colony formation (Fig. 5d,e). Furthermore, C6orf141 overexpression could significantly suppress SAS cell migration and invasion (Fig. 5f,g). We also selected TW1.5, TW2.6, and Ca9-22 cells, the cell lines with higher C6orf141 expression, for a series of functional assays by using the loss-of-function approach. Our data indicated that C6orf141 expression could significantly decrease in these cells with siC6orf141 transfection (Fig. 6a–c). Furthermore, C6orf141 knockdown could significantly accelerate oral cancer cell proliferation, migration, and invasion ability (Fig. 6d–j).

**Figure 5:**
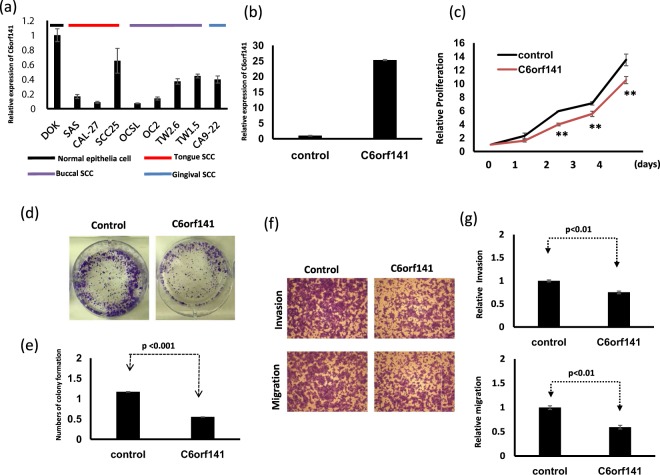
C6orf141 expression suppressed oral cancer cell growth and motility. (**a**) Expression levels of C6orf141 were examined in 8 oral cancer cell lines and a normal epithelial cell through real-time PCR. (**b**) Expression levels of C6orf141 were examined in SAS cells with pC6orf141 or vector transfection. (**c**) Cell proliferation was assessed in SAS with and without C6orf141 overexpression. (**d**) Colony formation assay was employed to examine SAS cells with and without C6orf141 overexpression. Cell photographs of a representative experiment are provided, and (**e**) data were quantified. (**f**,**g**) Migratory and invasive abilities were assessed using the Transwell assay in SAS cells with pC6orf141 or control transfection. Invading and migrating cells were stained with crystal violet solution, and the migration and invasion abilities were quantified through measuring 3 different fields under a phase-contrast microscope.

**Figure 6:**
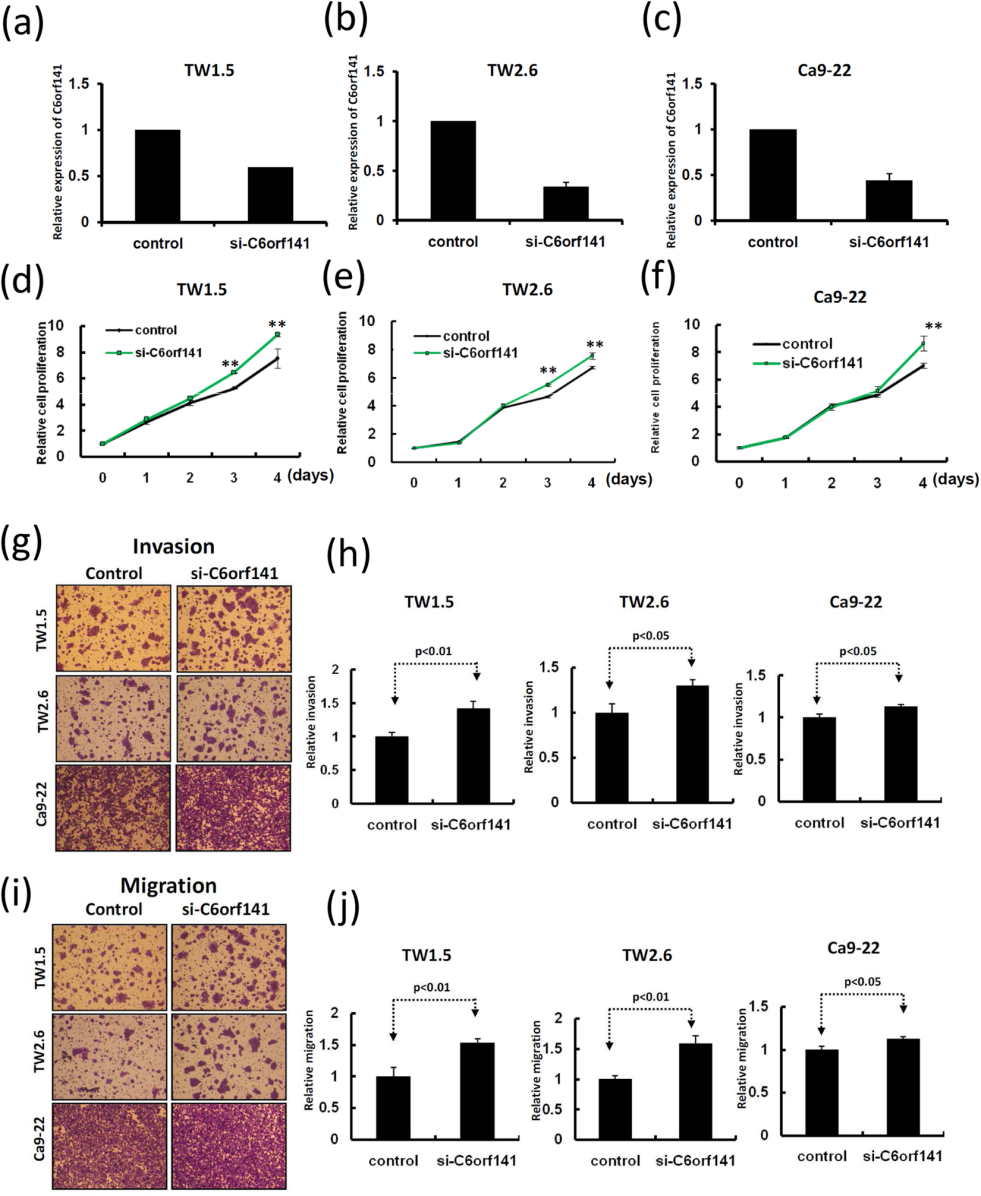
C6orf141 knockdown accelerated oral cancer cell growth and motility. (**a**–**c**) Expression levels of C6orf141 were examined in TW1.5, TW2.6, and Ca9-22 cells with siC6orf141 or scramble control transfection. (**d**–**f**) Cell proliferation was assessed in three cell lines with and without C6orf141 knockdown. (**g**,**i**) Invasive and migratory abilities were assessed using the Transwell assay in the three cell lines with siC6orf141 or control transfection. (**h**,**j**) Invading and migrating cells were stained with crystal violet solution, and the migration and invasion abilities were quantified through measuring three fields under a phase-contrast microscope.

To assess the effects of C6orf141 expression on tumor growth *in vivo*, we generated SAS cells with stable C6orf141 expression. As shown in Fig. 7a,b, C6orf141 significantly increased, and proliferation was significantly suppressed in SAS cells with C6orf141 stably expressed. Xenograft tumor growth indicated that C6orf141 expression could significantly reduce tumor volume and size *in vivo* (Fig. 7c–e). 

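RNA of SAS cells, a human oral squamous cell carcinoma line, was measured on 4 Clariom D arrays, 2 for control cells and 2 for cells with C6orf141 overexpression. This array carries probes for coding and non-coding human transcripts and gives 1 signal per transcript cluster. The sample labels call the control arrays scrambled controls, whereas the methods for the arrays speak of control cells. The labels describe the overexpression cells as stably transfected. The authors labelled the RNA with the WT PLUS reagent, deposited gene-level log2 values and compared the groups in Partek at a p below 0.05. The algorithm behind these log2 values is not given in the sources used here. The deposited table has 138745 rows, of which 2995 are array controls and were left out. Of the 135750 rows tested, 36176 have exactly 1 gene symbol in the platform annotation, 1119 have several and 98455 are unnamed here. A gene with several rows was represented by the row with the highest mean over the 4 arrays, which left 33458 genes. The median log2 signal over all rows was 4.75 and 4.81 on the control arrays and 4.77 and 4.77 on the overexpression arrays. The table holds no detection calls, so the 95th percentile of the mean signal of 400 olfactory receptor genes, which are silent in most epithelial cells, served as background level. It lay at 5.81, and 16146 genes were above it. Negative control rows of the arrays had medians from 5.09 to 5.42 and 95th percentiles from 7.64 to 7.72. Genes called above the background level can thus still lie within the range of these rows. The groups were compared with limma without further normalization, with Benjamini-Hochberg adjustment over the genes. Nothing in the labels or the paper says that the 2 arrays of a group came from separate cultures, so the p-values measure only the spread between these arrays, which may be technical. Arrays were also simulated with independent errors drawn from the prior variance of all rows. In these, limma found 30 of 50 genes changed by 1.5-fold and 42 of 50 changed by 2-fold at an unadjusted p below 0.05. After adjustment it found 0 of 50 at 2-fold, 33 of 50 at 4-fold and 50 of 50 at 8-fold. The simulated arrays held 200 changed genes, which eases the adjusted threshold. On the real arrays C6orf141, with 11.0-fold, did not pass it, so the adjusted rates do not carry over to them. Of the unchanged simulated genes 4.95% passed the unadjusted threshold, against 2.11% of the real genes and 0.898% of those above the background level. The simulated spread thus differs from that of the arrays, and these rates may not hold for expressed genes.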

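C6orf141 had the largest difference between the groups of all genes. Its log2 signal was 8.57 and 7.92 on the control arrays and 11.36 and 12.04 on the overexpression arrays, with means of 8.25 ± 0.46 (SD, n = 2) and 11.70 ± 0.48 (SD, n = 2). This is a log2 fold change of 3.46 (standard error 0.32), or 11.0-fold, with an adjusted p of 0.214 from limma. Among genes above the background level with separated groups and an unadjusted p below 0.05, and leaving out small RNA genes and names that are only accessions, loci or clones, the next largest positive differences were those of PEX5L, a regulator of ion channels, with 1.12 on the log2 scale, the pseudogene NANOGP4 with 1.04, LLGL1, a cell polarity protein, with 0.93, RETREG2 with 0.91 and TAPBP, which loads peptides onto MHC class I, with 0.88. The pseudogenes SUMO2P12, GGTLC5P and UNC93B2 and the ribonuclease inhibitor RNH1 followed with 0.83, 0.80, 0.78 and 0.77. The largest negative differences were those of CAMKMT, a calmodulin methyltransferase, with −0.83, the nuclear receptor NR5A2 with −0.83, the secreted proteoglycan ESM1 with −0.82, the pseudogene RPS12P27 with −0.81, SUMO4 with −0.78, the non-coding ARLNC1 with −0.78, MAGEF1 with −0.78, the non-coding TRAM2-AS1 and LINC01209, both with −0.77, and BIRC3, an inhibitor of apoptosis, with −0.75. All of these were chosen for separated groups, so leaving out 1 array could not turn their sign. The log2 fold change then ranged from 0.68 to 1.40 for NANOGP4, 0.35 to 1.46 for RETREG2, 0.44 to 1.32 for TAPBP, 0.53 to 1.34 for LLGL1, 0.45 to 1.15 for GGTLC5P, 0.45 to 1.10 for UNC93B2, 0.36 to 1.18 for RNH1, −1.27 to −0.36 for ESM1, −1.13 to −0.50 for RPS12P27, −1.14 to −0.42 for ARLNC1, −1.16 to −0.37 for TRAM2-AS1 and −1.11 to −0.39 for BIRC3. Of the genes after C6orf141, only PEX5L, SUMO2P12, CAMKMT and SUMO4 also passed with the methods' t-test. Only LLGL1, RETREG2, TAPBP, RNH1, ESM1 and MAGEF1 among them had a mean signal above 7.72, the highest 95th percentile of the negative control rows. The others lay within the range of these rows. PEX5L and NANOGP4 each have a dimmer row with another result, 0.15 and −0.30 on the log2 scale, and with the mean of its rows NANOGP4 had 0.37 and did not pass. Limma gave 0 genes at an adjusted p below 0.05, and so did the methods' t-test after adjustment. With trend and robust settings and with the replicate block limma gave 1 gene, C6orf141 (adjusted p = 0.0400 and 0.0413). At an unadjusted p below 0.05, limma gave 348 genes with a higher and 358 with a lower signal under C6orf141 overexpression, 706 of 33458 genes or 2.11%, where 5% would pass by chance. Of these 706 genes, 561 were not above the background level. The methods' t-test gave 654 higher and 710 lower genes at the same threshold. Without control replicate 1 the limma counts were 925 and 668, and without C6orf141 overexpression replicate 2 they were 209 and 251.

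**Figure D1:**
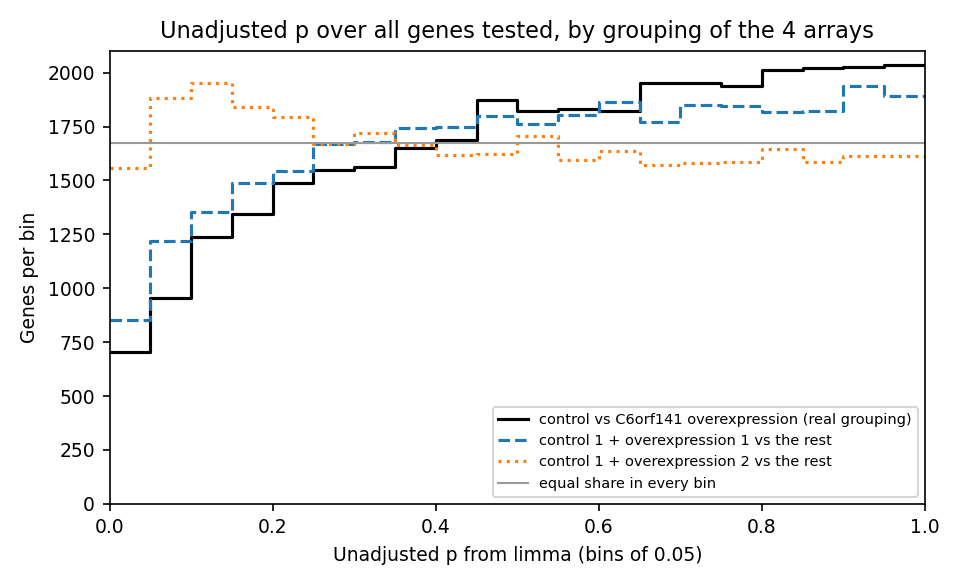
Number of genes in bins of the unadjusted p from limma (x axis, bins of 0.05), for control against C6orf141 overexpression and for the other groupings of the 4 arrays into pairs. The first bin holds 706 genes for the real grouping, and 854 and 1558 genes for the other groupings.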

We further performed RNA transcriptome of C6orf141 overexpression through microarray and identified 2306 genes in SAS cells with C6orf141 overexpression expressed differentially compared with control, including 1130 exhibiting upregulation and 1176 exhibiting downregulation (Fig. 8a). 

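The array signal of 10 genes was compared between control cells and cells with C6orf141 overexpression, MOS, MMD2, FA2H, IL31, RPS27L, DIO3, TMEM45B, TCN2, PLK5 and TNF. RPS27L, a ribosomal protein homolog and p53 target, was the only one of them above the background level. Its log2 signal was 11.66 ± 0.06 (SD, n = 2) in control cells and 11.10 ± 0.04 (SD, n = 2) under overexpression, a log2 fold change of −0.56 with a standard error of 0.22. The mean log2 signals of the other 9 genes lay between 2.95 and 4.64, at or below the level of silent genes, and their differences get no direction of expression. Within that range, the meiotic kinase gene MOS had log2 signals of 4.94 and 4.88 on the control arrays and 4.35 and 4.41 on the overexpression arrays. The log2 difference was −0.70 for MMD2, −0.72 for FA2H, a fatty acid hydroxylase gene, and −0.54 for the cytokine gene IL31. It was 0.59 for DIO3, a thyroid hormone deiodinase gene, 0.59 for TMEM45B, 0.43 for TCN2, which encodes a cobalamin carrier, 0.17 for PLK5 and 0.15 for TNF. For all 10 genes, both overexpression arrays lay on the same side of both control arrays. This was also so for 29.4% of all genes, where chance gives 33.3%. The paper selected the 10 genes from those it called on these same arrays, so separated groups and small p-values here are no independent support. None of the 10 genes had an adjusted p below 0.05 in limma. At an unadjusted p below 0.05 there were 7, all but TCN2, PLK5 and TNF, and 9 with the methods' t-test, all but PLK5. Trend and robust settings gave 6, without MOS, and the replicate block gave 4, without MOS, IL31 and RPS27L. With 1 array left out, the log2 fold change of RPS27L ranged from −0.60 to −0.52. As the groups were separated for all 10 genes, leaving out 1 array could not turn the sign of any difference.

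**Figure D2:**
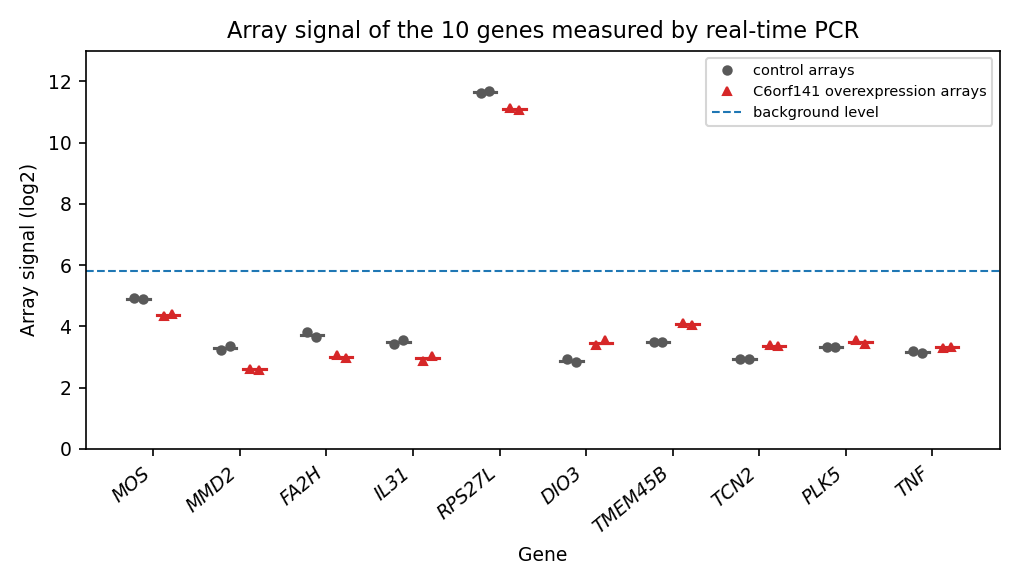
Log2 array signal (y axis) of the 10 genes on the control arrays (circles) and the C6orf141 overexpression arrays (triangles), with the mean of each pair as a bar. The dashed line is the background level of 5.81, and RPS27L lies above it.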

In order to verify the reliability of the microarray data, we further randomly selected 10 differentially expressed genes to confirm their expression levels in SAS cells with and without C6orf141 overexpression through real-time PCR, including 5 downregulated genes (MOS, MMD2, FA2H, IL31, and RPS27L) and 5 upregulated genes (DIO3, TMEM45B, TCN2, PLK5, and TNF). 

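The 3 reference genes used for PCR or blots had high array signals in both groups. GAPDH had 18.38 ± 0.09 (SD, n = 2) in control cells and 18.37 ± 0.09 (SD, n = 2) under C6orf141 overexpression on the log2 scale. RPS26 had 16.52 ± 0.15 and 16.47 ± 0.04, and ACTB had 14.67 ± 0.18 and 14.97 ± 0.15. The sign of the GAPDH difference, −0.02, turned to 0.03 after quantile normalization. Across the 16146 genes above the background level, Pearson's r was 0.989 between the control arrays and 0.996 between the overexpression arrays. Between arrays of different groups it ranged from 0.991 to 0.996 across the same genes, which are not independent replicates. ICAM1, an adhesion molecule gene, had log2 signals of 11.41 and 9.45 on the control arrays and lay at 10.91 and 11.43 on the overexpression arrays. PRSS8, a serine protease gene, had 12.99 and 10.91 on the control arrays, and S100A9, a calcium-binding protein gene of differentiating keratinocytes, had 11.79 and 13.38. These 3 genes were chosen after their values were seen. Above the background level, 433 genes differed by over 2-fold between the control arrays, against 43 between the overexpression arrays. Control array 2 stood apart from the others, with 113 and 309 such genes against overexpression arrays 1 and 2, where control array 1 had 74 and 43.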

Except for TMEM45B and TNF, the expression levels of all genes were consistent with microarray results (Fig. 8b), implying that our microarray data was considerably reliable. A pathway enrichment analysis revealed that these differentially expressed genes were involved in several cell cycle-related signaling pathways (Fig. 8c). Furthermore, the image flow assay revealed that the proportion of the G0/G1 phase increased, whereas that of the G2/M phase decreased in the SAS cells with C6orf141 expression (Fig. 9a,b). 

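Genes of the cell cycle were well expressed in these arrays, with 167 of the 174 measured members of 5 lists above the background level, and none of them passed an unadjusted p below 0.05 in limma. Of 41 genes of G1/S and S phase, 0 were higher and 0 lower under C6orf141 overexpression, with a median log2 fold change of −0.07 (adjusted p = 0.869 from limma's camera). Among them were CENPU, a centromere protein gene, with −0.41 and WDR76 with −0.39 (−0.56 to −0.22 with 1 array left out). Of 53 G2/M genes, 0 were higher and 0 lower, with a median of −0.04. CKAP5, a microtubule polymerase gene, had −0.45. The 34 cyclins, CDKs and CDK inhibitors had a median of 0.03, with 0.44 for CCND3, which encodes cyclin D3. The 32 genes of the mitotic checkpoint and the anaphase-promoting complex had a median of −0.07, and the 26 genes of the centromere and CENP-A deposition had −0.09, with −0.41 for CENPH. The adjusted p from limma's camera was the same for all 5 lists. Over the 5 lists, the log2 fold changes ranged from −0.45 to 0.44, with a median standard error of 0.23. The prior variance shared by all rows kept standard errors high even where arrays of a group were close. HMMR, with an SD of 0.04 in each group, still had a standard error of 0.22 in limma. Over all rows, limma called none that differed by less than 1.3-fold. That no list member passed in limma thus says little about small changes. Adjusted over the list alone, 0 members of any of the lists passed, as over all genes tested. At an unadjusted p, CENPU passed without control replicate 1, with −0.66, against −0.15 without control replicate 2, and CCND3 passed with trend and robust settings and with the methods' t-test. None of the 358 genes that were lower at an unadjusted p below 0.05 was on these lists, where 1.86 would be there by chance (odds ratio 0, 95% confidence interval up to 1.98, Fisher's exact test, p = 0.270, two-sided). The 1.86 is taken over all genes tested, of which 2.11% passed in limma in either direction. Of genes above the background level, where most list members lie, 0.898% passed. The 1.86 is thus too high for such genes, and its absence here is no depletion. With the methods' t-test, CENPH and HMMR were among 710 lower genes (odds ratio 0.535, Fisher's exact test, p = 0.593), and CCND3, MAD1L1, PIMREG and POLD3 among 654 higher ones. The lists were fixed before the data were examined, and several hold genes of other lists. With an estimated correlation, none of the 5 lists passed either, at an adjusted p of 0.973 from limma's camera. That test rests on few residual degrees of freedom here, so not passing it says little. At an unadjusted p below 0.05 with camera, the G2/M genes passed without control replicate 2, with a median of −0.12, and without C6orf141 overexpression replicate 2, with a median of −0.10, and in no other setting. With an estimated correlation they did not pass in either, but camera then had 1 residual degree of freedom and could hardly pass any list. From an enrichment analysis of its differentially expressed genes, of which it selected the cell cycle pathways to show in Fig. 8c, the paper states that these genes take part in such pathways.

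**Figure D3:**
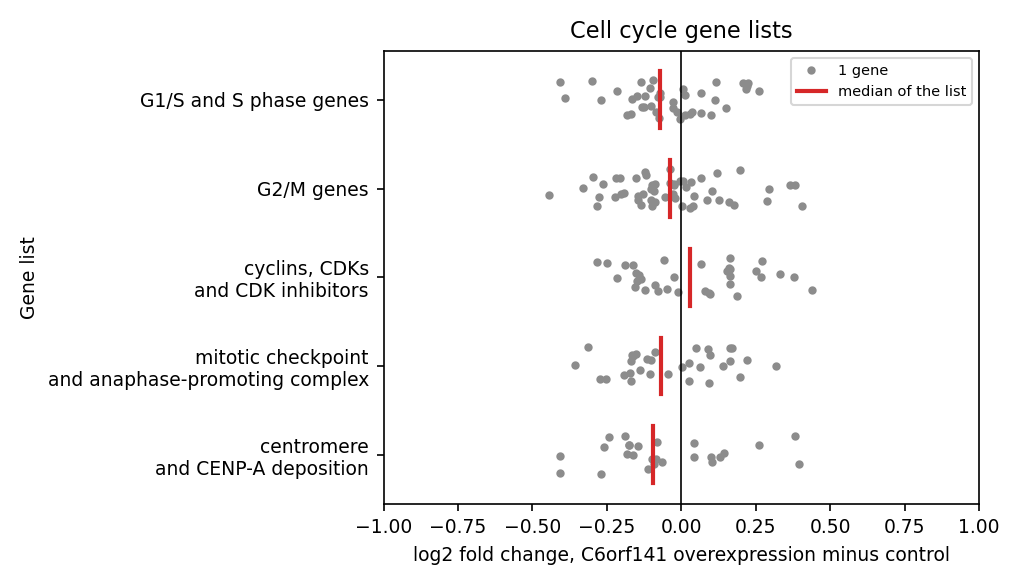
Log2 fold change of C6orf141 overexpression over control (x axis) for each measured gene of 5 cell cycle lists (circles), with the median of each list as a vertical bar. The medians lie between −0.09 and 0.03, and single genes range from −0.45 to 0.44.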

We further examined cell cycle-related protein expression and found that the expression of cyclin D1 decreased, whereas that of p21, p27, CDK1 and CCNB1 increased in the SAS cells with C6orf141 overexpression (Fig. 9c). Our results implied that C6orf141 expression contributed to oral cancer cell growth by impairing cell cycle progression. In summary, our results indicate that C6orf141 may act a tumor suppressor in oral cancer. Low C6orf1411 expression may be a beneficial prognostic biomarker for OSCC.

**Figure 7:**
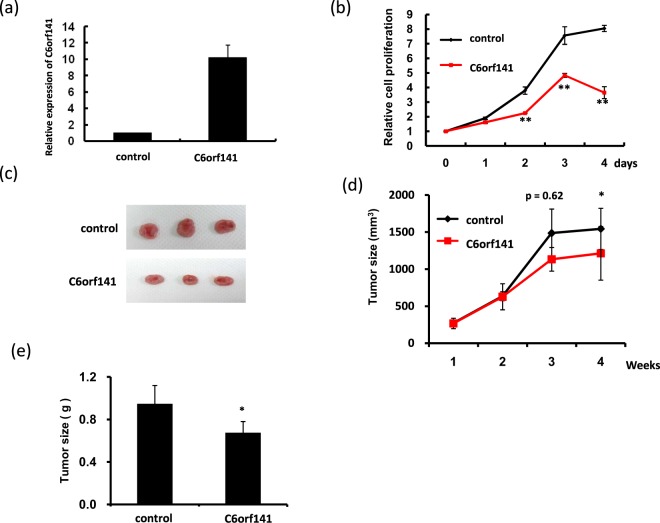
C6orf141 expression suppressed tumor growth in mouse models. (**a**) C6orf141 expression was examined in SAS cells with stable C6orf141 expression through real-time PCR. (**b**) Cell proliferation was assessed in SAS cells with or without stable C6orf141 expression. (**c**) The *in vivo* tumorigenic potential of C6orf141-overexpressing or control SAS cells were examined by subcutaneously injecting cancer cells into nude mice. (**d**,**e**) Volume and size of tumors were assessed.

**Figure 8:**
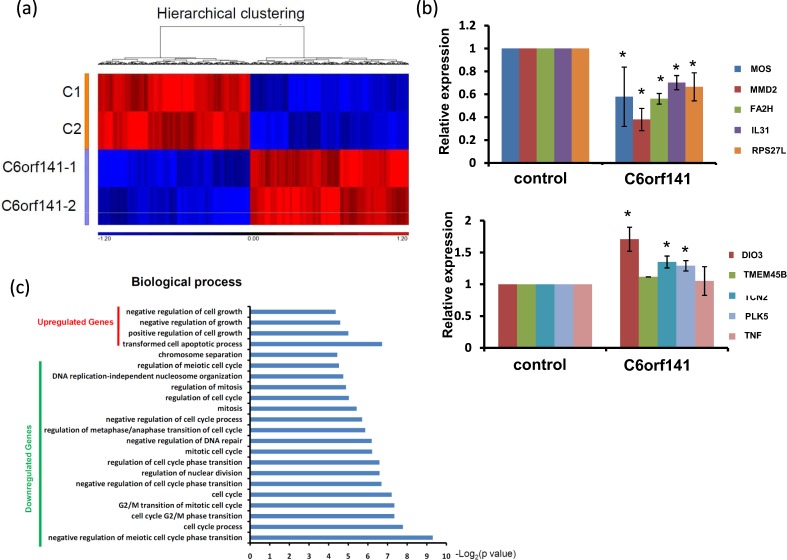
Transcriptome profiles of SAS cells with and without C6orf141 overexpression were analyzed through microarray. (**a**) Those genes in SAS cells with C6orf141 overexpression that were differentially expressed compared with control cells were identified. In total, 1130 significantly upregulated and 1176 significantly downregulated genes were identified. (**b**) The levels of 10 differential expression genes (5 downregulated genes in the upper panel and 5 upregulated genes in the lower panel) were examined in the SAS cells with and without C6orf141 expression through real-time PCR (*indicates p < 0.05). (**c**) Genes with differential expression were subjected to pathway enrichment analysis, and the cell cycle–related pathways were selected for presentation.

**Figure 9:**
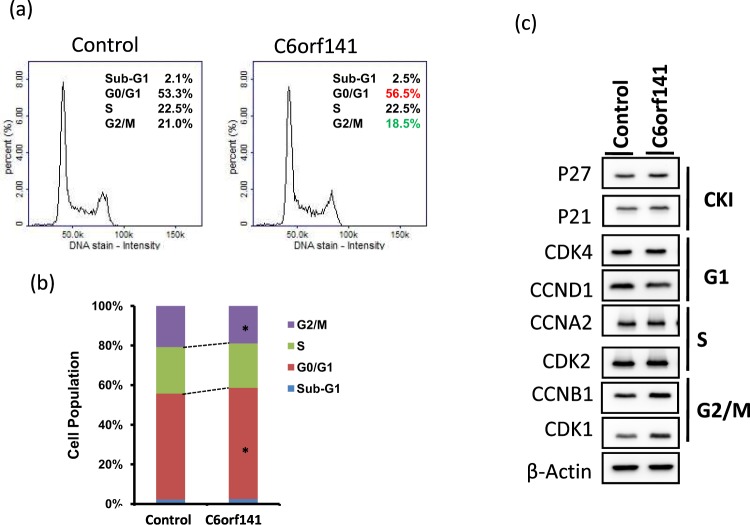
C6orf141 suppressed SAS cell growth by impairing cell cycle progression. (**a**) Distribution of SAS cells with and without C6orf141 overexpression in the three phases of the cell cycle was examined by image flow cytometry assay. (**b**) The graph shows quantification of each phase from three independent experiments. (**c**) The expression levels of the cell cycle-related genes in the SAS cells with and without C6orf141 expression were examined using Western blotting. *p < 0.05. The detail information of image was shown in supplementary data.

## Discussion

OSCC is an aggressive malignancy and results in cancer deaths for male individuals in Taiwan^3,4^. Metastasis is a crucial problem due to therapy failure in patients with advanced-stage OSCC. Our study demonstrated that C6orf141, a novel cancer-related gene, has a tumor-suppressive role in OSCC cell growth and invasion. However, the mechanism of C6orf141 expression depletion in OSCC remains unknown. According to the Gene Expression Omnibus (GEO), the expression levels of C6orf141 could be silenced in breast cancer cell lines with ZNF217 (Zinc finger protein 217) overexpression^13^. ZNF217 was reported to play a crucial role in promoting breast cancer cell metastasis to bones^14^. Freier at al reported that 6.2% of patients with head and neck squamous cell carcinoma exhibited ZNF217 gene amplification^15^. These results suggest that C6orf141 downregulation might partially be a result of ZNF217 amplification in OSCC. In addition, through analyzing the GEO database, we observed that ectopic miR-34a and miR-335 expression could silence C6orf141 expression^16,17^. Previous studies have revealed that the expression levels of miR-335 were upregulated in the cancer-associated fibroblasts of patients with head and neck cancer. Furthermore, miR-335 expression could induce cancer cell motility through the suppression of phosphatase and tensin homolog signaling^18,19^. Perhaps, miR-335 suppressed cancer cell motility through inhibiting C6orf141 expression in OSCC. These potential mechanisms resulting in C6orf141 depletion in OSCC require further analysis in future works, including microRNA, and transcription factors.

Little information for C6orf141 on the roles in tumor-related function has been identified. There are some possible mechanisms to elucidate why C6orf141 underexpression occurs in OSCC. Cetuximab (Erbitux, Merck, Darmstadt, Germany) is a chimeric immunoglobulin (Ig) G1 monoclonal antibody directed against the epidermal growth factor receptor (EGFR). In combination with curative-intent radiotherapy, cetuximab has been reported to increase median survival in locally advanced head and neck carcinoma^20^. Together with some genes involved in tumor proliferation and inflammation, C6orf141 has been identified as significantly influenced by cetuximab^21^. Moreover, inhibition of OSCC development by C6orf141 may be achieved through the down-regulation of BRG1. C6orf141 was one of the downregulated genes in BRG1 knockdown cell lines. Previous studies have shown that BRG1 loss results in widespread changes in chromatin organization at regions including transcriptional start sites of cancer-associated genes and increased tumorigenic potential^22,23^.

Herein, we first report that C6orf141 protein was significantly reduced in OSCC tissues compared with adjacent normal tissues. An analysis of the relevant databases indicated RNA levels of C6orf141 to be inconsistent in different human cancers. The expression levels of C6orf141 were determined to be significantly reduced in thyroid cancer and testicular cancer, whereas those of C6orf141 were determined to be increased in colon cancer and lung cancer (data not shown). Furthermore, the effects of C6orf141 expression on the survival curve of patients with cancer were noted to be inconsistent. Based on TCGA database, high C6orf141 expression was noted to be significantly correlated with poor survival rates in patients with liver cancer, pancreatic cancer, kidney cancer, and gastric cancer. In contrast, high C6orf141 expression was observed to be associated with a more favorable survival curve than that of low C6orf141 expression in patients with head and neck cancer, breast cancer, ovarian cancer, and endometrial cancer. These results indicate that C6orf141 might have a distinct biological function in different cancer types. Our data also demonstrate that the expression levels of the protein-coding transcript of C6orf141 were clearly different from those of the noncoding transcripts of C6orf141 in patients with OSCC (Fig. 1b,c). The data of TCGA were collected through a next-generation sequencing approach; therefore, the inconsistent results might be due to inaccurate annotations. Furthermore, a previous study reported that the correlation coefficients between mRNA and protein concentrations are often remarkably low^24^. In multicellular organisms, the squared Pearson correlation coefficient (*R*^2^) ranges from 0.09 to 0.46. The low correlation between protein and mRNA levels results from translation efficiency, protein degradation, and mRNA stability. With these combined results, using mRNA to evaluate the clinical effects of C6orf141 in human cancer might result in some uncertainties. In the current study, we used protein levels of C6orf141 in OSCC to evaluate its clinical effects and observed that low C6orf141 was significantly associated with the prognosis of patients with OSCC. The specificity of aiti-C6orf141 antibody was confirmed using Western blotting (data not shown). Consistent with its clinical effects, ectopic C6orf141 expression could suppress oral cancer cell growth and invasion, implying that C6orf141 plays a tumor-suppressive role in OSCC progression. Previous studies revealed that the expression levels of tumor suppressor genes frequently were silenced with a DNA hypermethylated promoter^25^. In a human genome, a CpG-rich region is located upstream of C6orf141, and our results indicated that C6orf141 plays a tumor-suppressive role in oral cancer. Abe *et al*. also reported that promoter CpG islands of C6orf141 were methylated in neuroblastomas^26^. In addition, Jiang *et al*. reported that DNA methylation of C6orf141 has an interesting causal relationship with high-density lipoprotein changes^27^. Taken together, these results implied that the transcriptional activity of C6orf141 may be controlled through DNA methylation. We examined the relationships between the DNA methylation status of the CpG islands of C6orf141 and its expression levels. No methylation modification at the promoter regions of C6orf141 was observed in OSCC (data not shown). We also examined the expression levels of C6orf141 in oral cancer cells after 5-Aza-dC treatment. Results revealed that the expression levels of C6orf141 could not be increased in most oral cancer cell lines, except for SAS cells, after 5-Aza-dC treatment. Taken together, the results suggested that DNA methylation is not the major factor resulting in low C6orf141 expression in oral cancer progression.

In summary, we provide a novel insight that C6orf141 expression could suppress the growth and invasive abilities of OSCC cells. Furthermore, C6orf141 expression levels might serve as an unfavorable prognostic biomarker for patients with OSCC.

## Material and Methods

### Clinical samples

In this study, the collection of clinical samples was approved by the Institutional Review Board (IRB) of Kaohsiung Veterans General Hospital (KVGH) (IRB number: VGHKS14-CT6-18). A total of 95 OSCC tissues and 31 corresponding adjacent normal tissues were collected from patients with OSCC, who provided informed consent and underwent surgical operations at the Department of Dentistry and the Department of Otorhinolaryngology of KVGH. The methods were carried out in accordance with the approved guidelines and all patients provided informed consent. The clinical and pathological information of the patients is summarized in Table 1. All research was performed in accordance with relevant guidelines/regulations.

### RNA extraction

Total RNA was extracted using the TRIzol reagent (Invitrogen, Carlsbad, CA, USA), in accordance with the instruction manual. Briefly, tissue samples were first homogenized in 1 mL of TRIzol reagent, and then proteins and DNA were extracted using 0.2 mL of chloroform. Finally, total RNA was precipitated with 0.6 mL of isopropanol.

### Tissue microarray

Tissue microarrays containing 428 paraffin-embedded oral SCC cell samples were selected; these comprised 183 samples of buccal mucosal SCC and 245 samples of tongue SCC. The clinical and pathological information of the patients is summarized in Table 1. All patient data were obtained from the archives of the Department of Pathology of KVGH between 1990 and 2013. Normal uvula tissues were also collected from patients experiencing sleep apnea. These clinical samples were approved by the IRB (VGHKS14-CT6-18).

### Immunohistochemistry

In this study, a Novolink max polymer detection system (Leica Microsystems, Ltd., Milton Keynes, UK K) was used for IHC analysis. The slides were deparaffinized in xylene and rehydrated in grade alcohol. Antigen retrieval was performed by immersion in Tris-EDTA (10 mM, pH 9.0) for 10 minutes at 125 °C in a pressure boiler. Endogenous peroxidase activity was blocked through incubating the slides for 30 minutes with protein blocks (Novolink Polymer Detection Systems; Leica Microsystems, Ltd., Milton Keynes, UK). After blocking at room temperature (RT), primary antibodies were immediately applied and slides were incubated overnight at 4 °C in a wet chamber. The primary antibody used in this study was rabbit polyclonal anti-C6orf141 (1:200; Novus Biologicals; Littleton, Colorado, USA), in primary antibody diluent (Tris, Green; ScyTek Laboratories, Logan, UT, USA). After being washed in phosphate-buffered saline, the slides were incubated with a horseradish peroxidase-labeled secondary antibody for 10 minutes at RT, and the sections were counterstained with hematoxylin. For the antibody control studies, the serial sections were treated with phosphate-buffered saline, normal mouse lgG, normal rabbit IgG, and normal goat IgG, instead of the primary antibodies, and were confirmed to be unstained.

### Immunohistochemical analysis and scoring

At the beginning of the analysis, a senior pathologist accompanied a technician to evaluate the slides until all discrepancies were resolved. Then, the technician independently reviewed all slides. Finally, 5%20% core samples at each staining intensity were randomly selected for re-evaluation by the senior pathologist. During the evaluation, both the senior pathologist and the technician were unaware of the clinical outcomes of the patients. We graded the immunoreactivity through a semiquantitative approach. Marker scores for nuclear and cytoplasmic staining were calculated based on staining intensity (0, no signal; 1, mild; 2, moderate; and 3, strong) and on the proportion of positively stained tumor cells in 5 high-power fields (scored as 0, <5%; 1, 5–25%; 2, 26–50%; 3, 51–75%; and 4, >75%). The marker score was the sum of the staining intensity score and the percentage of positive tumor cell score. For survival analysis, C6orf141 expression levels were dichotomized as low expression and high expression with the cutoff set at the 50th percentile. The expression scores had an overall median score of 5.00 (range, 0–7), for C6orf141.

### Cell lines

Eight human oral cancer cell lines include three tongue SCC, (CAL27, SAS and SCC25) and four buccal SCC cells (OCSL, OC2, TW1.5, TW2.6), a gingival SCC cell (CA9-22), and a normal epithelia cells (DOK) were used in this study. The cells were maintained in Dulbecco modified Eagle medium (DMEM; Biological Industries USA, Cromwell, CT, USA), supplemented with 10% fetal bovine serum (FBS; HyClone; GE Healthcare Life Sciences, Logan, UT, USA) and penicillin–streptomycin (penicillin, 100 U/mL; streptomycin, 100 μg/mL; Sigma-Aldrich; Merck KGaA, Darmstadt, Germany) in a humidified atmosphere containing 5% CO_2_ at 37 °C.

### Reverse transcription polymerase chain reaction of RNAs

For reverse transcription polymerase chain reaction (PCR), 2 μg of total RNA was reverse transcribed using random primers and SuperScript III Reverse Transcriptase, according to the manufacturer instructions (Invitrogen; Carlsbad, CA, USA). Gene expression was detected using an SYBR Green I assay (Applied Biosystems, Foster City, CA), and C6orf141 expression was normalized to that of Glyceraldehyde 3-phosphate dehydrogenase (GADPH; △Ct = target C6orf141 Ct-S26 Ct). The individual primers were shown in Supplementary Table 1.

### C6orf141 expression construction

The full length of C6orf141 was synthesized and digested with the restriction enzyme EcoRI and SpeI. Then, the full length of C6orf141 was cloned into the pLVX-IRES-Neo vector (Clontech, Mountain View, CA, USA). Stable SAS cells with C6orf141 expression were generated by transfecting oral cancer SAS cells with pLVX-C6orf141 for 48 h followed by G418 (1200 μg/mL) selection for 14 days. Subsequently, overexpression efficiency was evaluated through real-time PCR.

### C6orf141 knockdown with siRNA

Small interfering RNA (siRNA) oligonucleotides targeting C6orf141 (si-sense: 5′-CUAAUGAGUAGCUCGAGAAdTdT-3′ and antisense: 5′-UUCUCGTGCUACUCAUUAGdTdT-3′) and a scrambled oligonucleotide as a negative control were designed and synthesized by SIGMA (Sigma–Aldrich, St. Louis, MO, USA). Oral cancer cells were transfected with a 10 mM (final concentration) siC6orf141 or scrambled control using Lipofectamine RNAiMAX (Invitrogen, Thermo Fisher Scientific, Carlsbad, CA, USA). After transfection for 24 h, knockdown efficiency was evaluated through real-time PCR.

### Colony formation and cell proliferation assay

For the clonogenic assay, a gradient number of SAS cells (2000, 4000, and 8000) were seeded in 6-well plates and transfected with a C6orf141 construct or a scramble control as aforementioned. The cells were incubated in a CO_2_ incubator at 37 °C for 2 weeks until colony formation. The cells were then fixed and stained with crystal violet solution (0.05% crystal violet, 1% formaldehyde, and 1% methanol) (Sigma-Aldrich, St. Louis, MO, USA) for 20 minutes at RT. Subsequently, the colony formation was determined using a microscope (×100 magnification; CKX41; Olympus Corporation, Tokyo, Japan). For the cell proliferation assay, 1.5 × 10^3^ SAS, TW1.5, TW2.6 and Ca9-22 cells transfected with C6orf141 expression vector, siC6orf141 or a scramble control, were seeded in a 96-well plate. Proliferation was determined at 0, 1, 2, 3, and 4 days using the CellTiter-Glo One Solution assay, according to the manufacturer’s instructions (Promega Corporation, Madison, WI, USA). All experiments were independently repeated 3 times.

### Cell migration and invasion assays

The oral cancer cells were analyzed using Transwell assays. Briefly, transfected cells at a density of 1.0 × 10^5^ were resuspended in DMEM (Biological Industries USA, Cromwell, CT, USA) with 2% FBS supplemented with penicillin–streptomycin (penicillin, 100 U/mL; streptomycin, 100 μg/mL; Sigma-Aldrich; Merck KGaA, Darmstadt, Germany). The cells were then added to the upper chamber of the Transwells (Falcon, Corning Incorporated, USA) without Matrigel (BD Biosciences, MA) for the migration assay or Matrigel coating for the invasion assay. Subsequently, DMEM (Biological Industries USA, Cromwell, CT, USA) supplemented with 10% FBS (HyClone; GE Healthcare Life Sciences, Logan, UT, USA) and penicillin–streptomycin (penicillin, 100 U/mL; streptomycin, 100 μg/mL; Sigma-Aldrich; Merck KGaA, Darmstadt, Germany) was added to the lower chambers for the invasion assay. The chambers were incubated in a CO_2_ incubator at 37 °C for 24 or 48 hours. The remaining cells in the upper chamber were then removed using cotton swabs, and the cells under the surface of the Transwell plates were fixed with 4% formaldehyde solution for 10 minutes at RT. The cells were stained with crystal violet solution (0.05% crystal violet, 1% formaldehyde, and 1% methanol) (Sigma-Aldrich, St. Louis, MO, USA) for 20 minutes at RT, and the oral cancer cells in the 3 fields of view were counted through phase-contrast microscopy. All experiments were repeated 3 times.

### Xenograft tumor growth assay

Animal experiments were approved by the Kaohsiung Veterans Hospital Laboratory Animal Center and Use Committee. Nude mice (4 weeks old) were used in this study; 2 × 10^6^ SAS cells with C6orf141 stable expression or control cells were suspended in PBS and implanted on the backs of nude mice. Animal were observed, and tumor volume was evaluated as *V* (in mm^3^) = largest length × 0.52 × (shortest length)^2^ each week for 4 weeks. At 4 weeks after implantation, the animals were sacrificed, and tumor size and weight were assessed. All research was performed in accordance with relevant guidelines/regulations

### Microarray analysis and pathway enrichment analysis

SAS cells with C6orf141 overexpression and control cells were used as total RNA sources. The RNA samples were first examined with TapeStation 4200 to ensure that their RNA integrity number (RIN) values reached up to 7, followed by preparation with WT PLUS reagent (Invitrogen, Thermo Fisher Scientific, Carlsbad, CA, USA). Then, the prepared samples were hybridized on human Clariom D microarray chips (Invitrogen, Thermo Fisher Scientific) and scanned using a GeneChip Scanner 3000 7 G (Invitrogen, Thermo Fisher Scientific, Carlsbad). The microarray raw data passing quality control were analyzed using Partek (Qiagen Sciences®, Germantown, MD, USA) to identify differentially expressed genes (p < 0.05). As a result, we identified 2,306 significant genes, as illustrated in the heat map figure, among which 1,130 and 1,176 genes were upregulated and downregulated, respectively. All microarray data were submitted to the NCBI GEO and are freely available with the accession number GSE123456. We determined whether the functions of the C6orf141-regulated genes were involved by investigating the pathways. The differentially expressed genes were selected from the microarray data; subsequently, candidate genes were mapped onto Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways.

### Cell cycle analysis

A total of 1 × 10^6^ cells were collected and mixed with 70% ethanol in a fixative and incubated at −20 °C overnight. The cells were then stained with 4′,6-diamidino-2-phenylindole (ChemoMetec, Gydevang, Lillerød, Denmark) and detected by the NucleoCounter NC-3000 and analyzed using NucleoView NC-3000 software (ChemoMetec).

### Western blotting

The SAS cells with and without C6orf141 expression were harvested 24 h after transient transfection. Total protein was collected and subjected to Western blot analysis. Total protein were separated by 6%-10% sodium dodecyl sulfate–polyacrylamide gel electrophoresis and transferred onto nitrocellulose filter membranes (Millipore, Billerica, USA). Finally, the proteins were visualized using WesternBright^TM^ ECL (Advansta Inc., Menlo Park, CA, USA) and detected using the BioSpectrum^TW^ 500 Imaging System (UVP, USA). The detailed information has been described in our previous study^28^. In this study, the following primary antibodies were used: CCNA2 (1:1000; 18202-1-AP, Proteintech Group, Inc., Rosemont, IL, USA), CCNB1(1:1000; 55004-1-AP, Proteintech Group, Inc.,), CCND1 (1:1000; RM-9104-S, Thermo Fisher Scientific Inc., Waltham, MA, USA), CDK4 (1:1000; MS-299-P, Thermo Fisher Scientific Inc., Waltham), CDKN1B (1:1000; #3686, Cell Signaling Technology, Inc., Beverly, MA, USA), CDKN1A (1:1000; #2947, Cell Signaling Technology, Inc.,), and ACTB (1:2000, MAB1501, EMD Millipore, Billerica, MA, USA).

### Statistical analysis

The chi-squared test, Fisher exact test, Student *t* test, analysis of variance (ANOVA), Mann–Whitney U test, or Kruskal–Wallis one-way ANOVA was used to evaluate the correlation of C6orf141 expression with different oral tissues or clinicopathological parameters. Clinicopathological outcome is usually defined as the time from initial diagnosis or surgery to a specific event of interest. Disease-specific survival (DSS) was measured from the time of the initial resection of the primary tumor to the date of the cancer-specific death or last follow-up. Cumulative survival curves were estimated using the Kaplan–Meier method, and comparisons between the survival curves were conducted using the log-rank test. A Cox proportional hazards model was used to determine independent predictors of survival using factors that were deemed significant in the univariate analysis as covariates. A *P* value of <0.05 was considered statistically significant.

## Supplementary information

Supplementay table and information of figure 9c

# Supplementary material for: Low C6orf141 Expression is Significantly Associated with a Poor Prognosis in Patients with Oral Cancer
**Source:** Sci Rep. 2019 Mar 14;9:4520. doi: 10.1038/s41598-019-41194-1
**Supplement:** Supplementary file 1 — Supplementay table and information of figure 9c

Low C6orf141 Expression Is Significantly Associated With a Poor Prognosis in Patients With Oral Cancer

**Cheng-Mei Yang^{1,2}, Hao-Sheng Chang^{1,2}, Hung-Chih Chen^{1,2}, Jyun-Jie You³,
Huei-Han Liou³, Su-Chen Ting⁴, Luo-Ping Ger^{3,5}, Sung-Chou Li⁶, Kuo-Wang
Tsai^{3,5,7}**

Running title: C6orf141 Is a Novel Tumor-Suppressor Gene in Oral Cancer

Supplementary Table 1. The primers information

**name**	**sequence**
**C6orf141-F**	5'-AGGAGCCCAACTACCCTTCT-3'
**C6orf141-R**	5'-TCCTCAGTCCTCGTGGTCAT-3'
**C6orf141-ncRNA-F**	5'-GGTGGATGAACCGCATCAAAG-3'
**C6orf141-ncRNA-R**	5'-GATCCTGGGGGTTATGCGAT-3'
**GAPDH-F**	5'-TGCACCACCAACTGCTTAGC-3'
**DAPDH-R**	5'-GGCATGGACTGTGGTCATGAG-3'
**DIO3-F**	5'-TCACTAAGTACCAGCGCGAC-3'
**DIO3-R**	5'-CTCGAAGTAGGCGCCATAGG-3'
**TMEM45B-F**	5'-TGAGGAATGAGCCGAGATGC-3'
**TMEM45B-R**	5'-AAGATCAGACCACAGCAGGC-3'
**TCN2-F**	5'-AACAGCATGTCTCAAGGCGA-3'
**TCN2-R**	5'-GTACGGCGGCAAGAGACTAA-3'
**TBX15-F**	5'-CAAGCCCGGAAAAACTGAGC-3'
**TBX15-R**	5'-GGGGCCTTGATTGCCAAATG-3'
**PLK5-F**	5'-CGCCTTCCTGCGAGACC-3'
**PLK5-R**	5'-TGGTGGACATGTCTGTCAGC-3'
**TNF-F**	5'-TGAATGTATTTATTTGGGAGACCG-3'
**TNF-R**	5'-ACAGACACAACCTCCCCTGG-3'
**MMD2-F**	5'-CAAGAGGTACCAGCCCACAG-3'
**MMD2-R**	5'-CACAGTGGACACCACGAAGA-3'
**FA2H-F**	5'-AGAAGAGACAGCGTGATGCC-3'
**FA2H-R**	5'-TGGTGGAGAAGCCTCCTCAG-3'
**IL31-F**	5'-GAAGCTGGCCTTGCTCTCTC-3'
**IL31-R**	5'-CTGTGGATGTTGTTTGGCGG-3'
**MOS-F**	5'-ATTGACTGGGAGCAGGTGTG-3'
**MOS-R**	5'-CTAGGCTATTGGACCCTGCG-3'
**RPS27L-F**	5'-TAACTGCTAGCTGGGGTGTG-3'
**RPS27L-R**	5'-AGGCACCAGAACCACTCAAC-3'

Low exposure

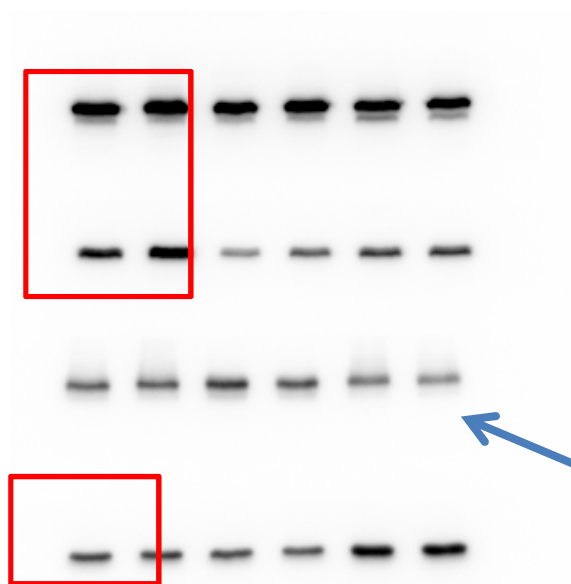

High exposure

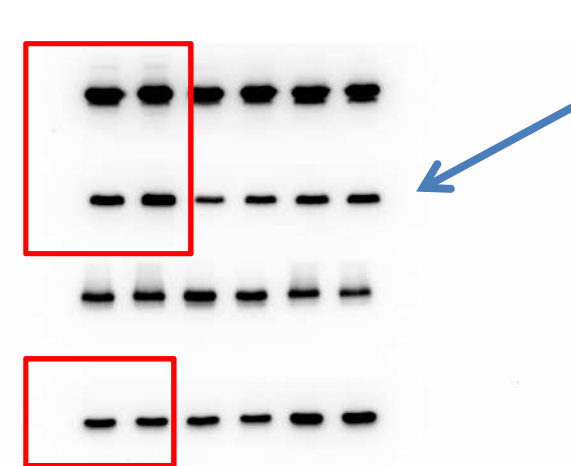

SAS cells		CA9-22		TW1.5	
control	C6orf141	control	C6orf141	control	C6orf141

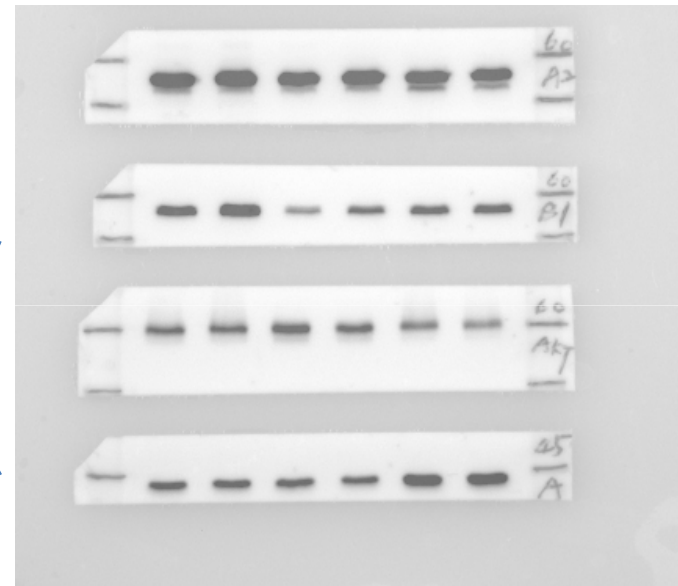

Detail information of figure 9c

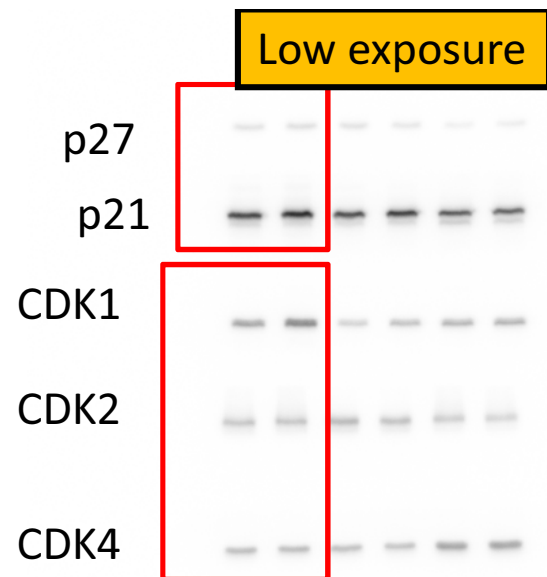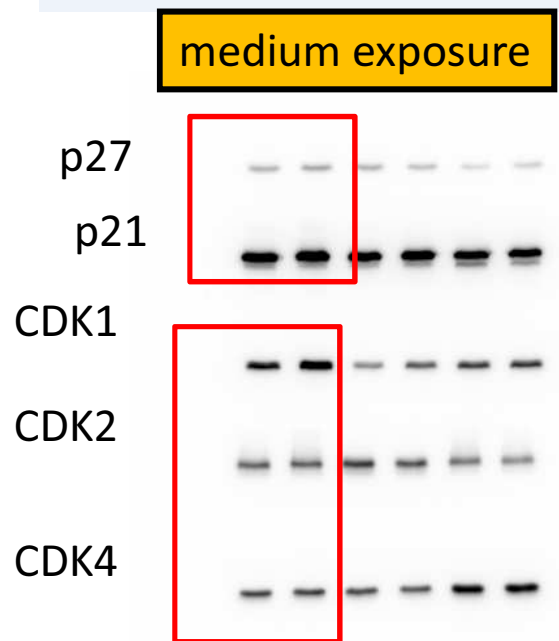

High exposure

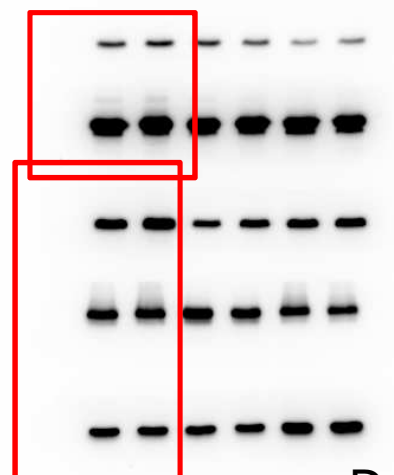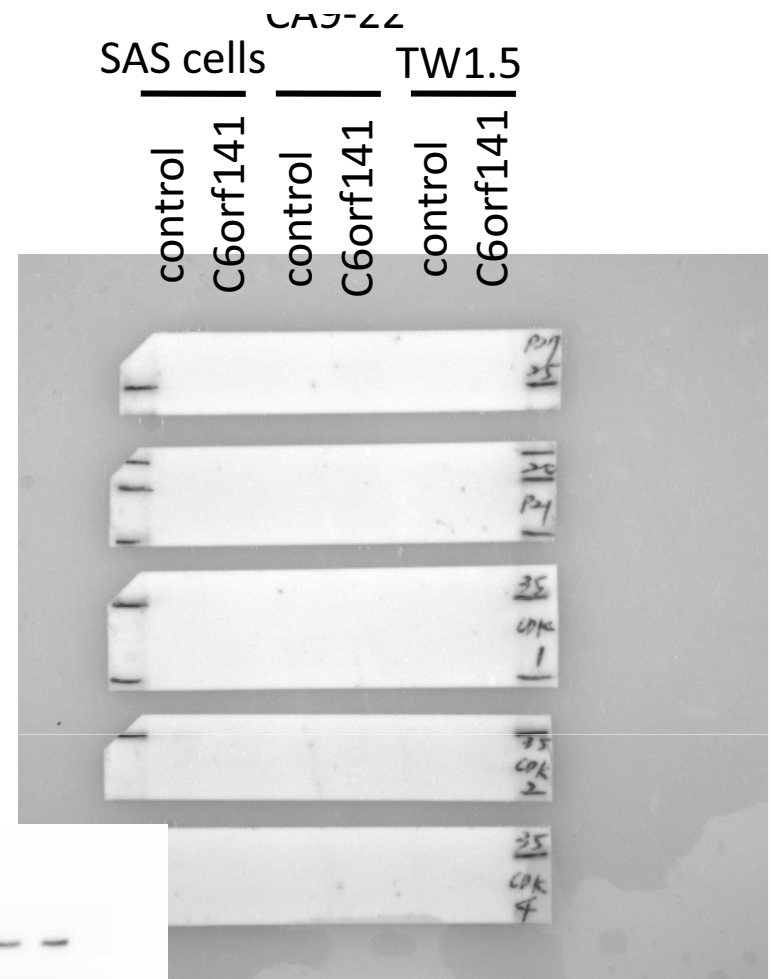

Detail information of figure 9c

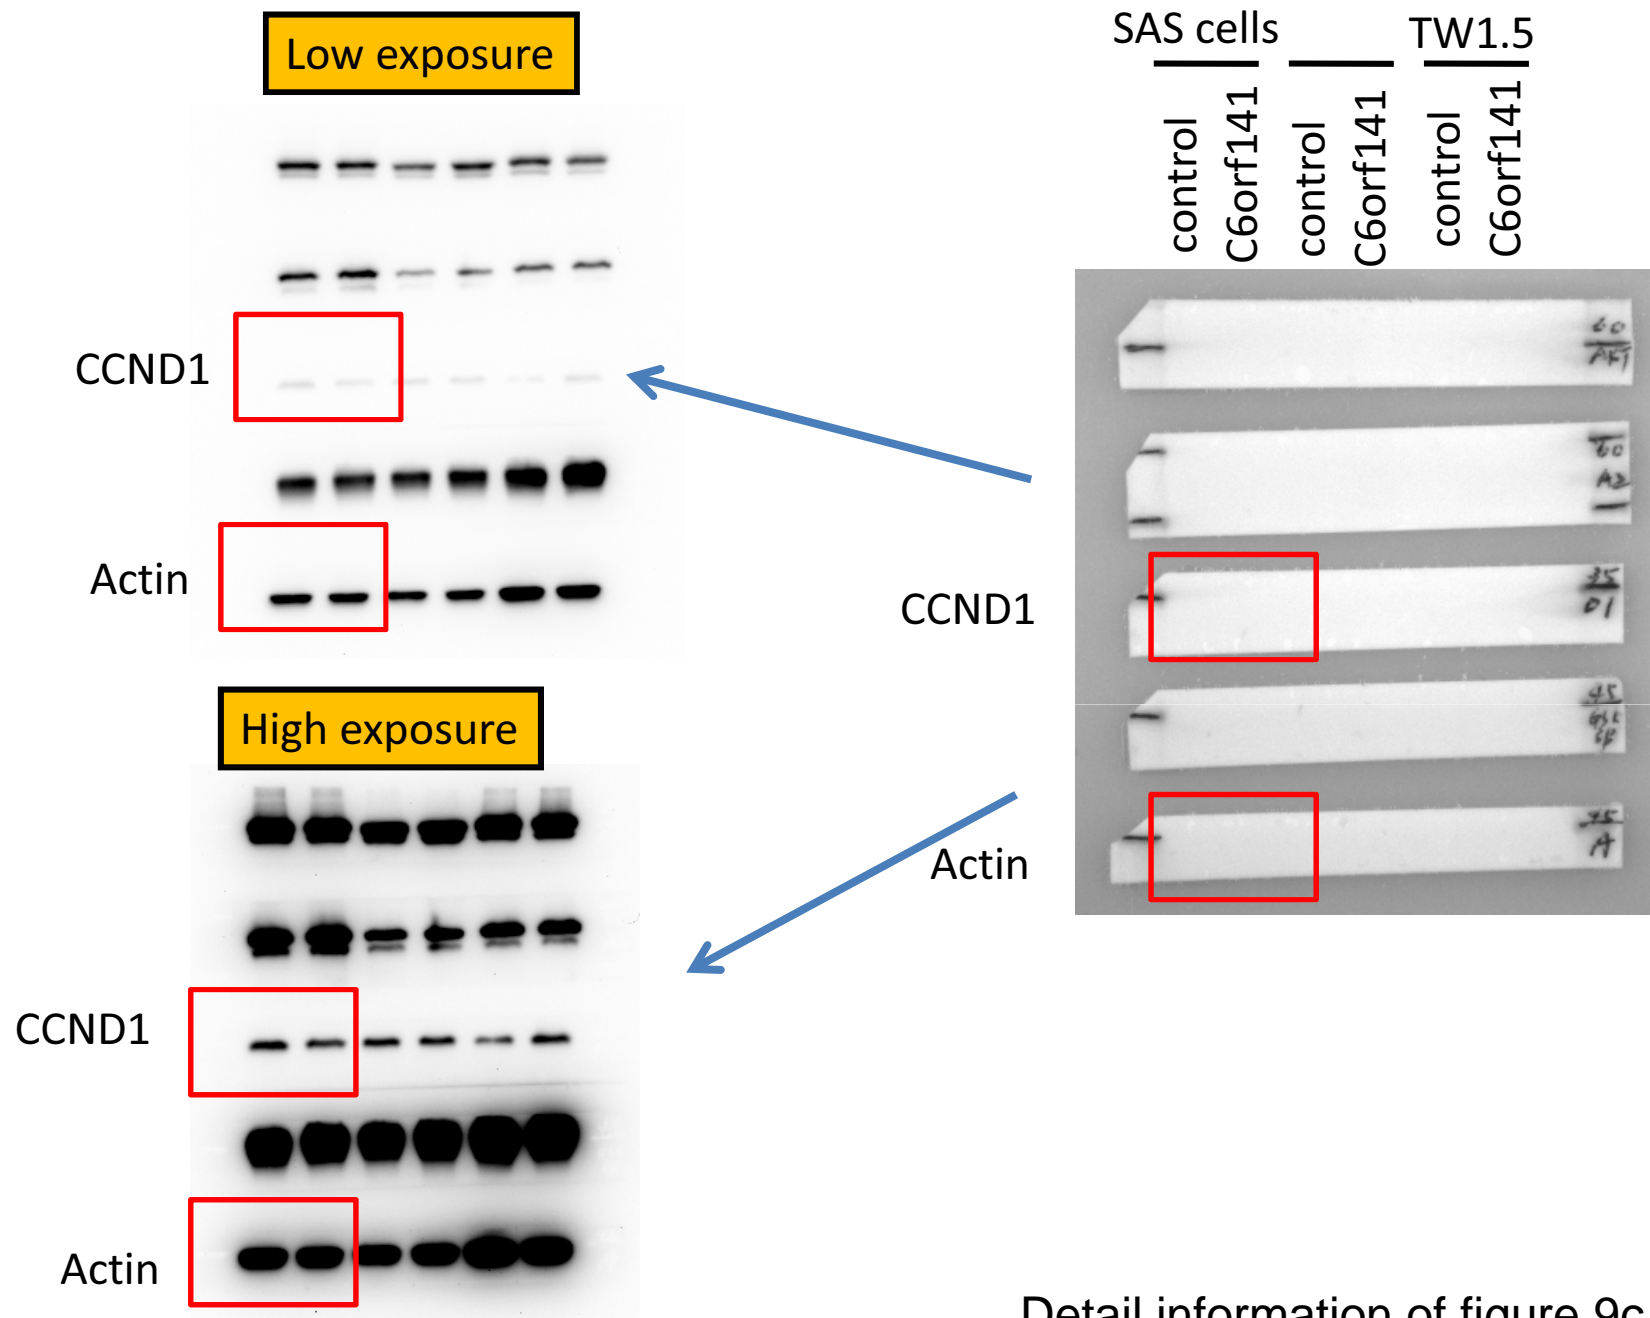

Detail information of figure 9c

How the deposited data were processed for this re-analysis (not part of the article)

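Clariom D arrays of SAS cells were analysed, 2 arrays of control cells and 2 of cells with C6orf141 overexpression. Conditions and replicate numbers were taken from the sample labels and from Fig. 8a. The authors deposited 1 log2 value per transcript cluster and array. According to the methods and the submitters' processing notes, the RNA was prepared with the WT PLUS reagent, scanned on a GeneChip instrument, summarised to gene-level values and compared in Partek at a p below 0.05. The summarising algorithm, its normalization, the annotation release and the tool versions are not given in the sources used here, and no adjustment for multiple tests or minimum fold is named by the paper's text. The deposited log2 values were used as they are. Their range over the rows tested was from 1.62 to 19.27, and the number of arrays limits the precision.

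Rows of array controls were left out. Gene names came from the platform annotation, in which 25516 of the 36176 rows with 1 gene symbol were matched by gene number to the RefSeq gene table of GRCh38.p14, and 623 older symbols were updated. The genome build of the array is not named in the sources used here, so no coordinates are given. Some members of the gene lists are not analysed here. The model was fitted over all rows that are not array controls with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided), so that they share 1 prior variance, and the Benjamini-Hochberg adjustment was made over 1 row per gene. The threshold was 0.05. The test the authors ran in Partek is not named, so the alternative called the methods' t-test is Student's t-test, which the statistics section names for clinical comparisons. The steps were tested on simulated data with 200 genes changed by known folds, where 4.95% of the unchanged genes passed an unadjusted p below 0.05.

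Before the data were examined, 21 gene lists by name and 9 by name pattern, the alternatives and the rule for the named genes were fixed. The rule took the genes the paper names, the 10 largest differences in each direction among genes past the threshold with separated groups and a mean above the background level, leaving out names that are only accessions, loci, clones, microRNAs, snoRNAs or snRNAs, and up to 4 genes with the smallest p in each list. As no gene passed the adjusted threshold, the unadjusted one was used. Lists were tested with camera (preset correlation 0.01), with an estimated correlation and with fry, and the cell cycle lists among lower genes with Fisher's exact test against all genes tested. The lists covered the cell cycle, meiosis, p53 targets, apoptosis, DNA repair, keratinocyte differentiation, basal epithelial markers, epithelial-mesenchymal transition, interferon response, protein folding, hypoxia and glycolysis, cytokines, immediate early genes, cholesterol synthesis, other cell types and families of genes that share a name pattern. The alternatives were quantile normalization, centring on the array median, trend and robust settings, the methods' t-test, a filter on dim genes, the mean of the rows of a gene, all rows, protein-coding genes only, minimum folds of 1.2, 1.5 and 2, the replicate number as a block, and leaving out each array in turn.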

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

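The crossed pairing and 16 combinations of test, rows counted and minimum fold were chosen after the values were seen, and every other alternative before the data were examined. C6orf141 kept its direction and an unadjusted p below 0.05 under every alternative run on it, with a log2 fold change from 3.12 to 3.80, and it had the smallest p of all genes under each of those that use limma. Genes at an adjusted p below 0.05 went from 0 to 1, C6orf141, with trend and robust settings (adjusted p = 0.0400) and with the replicate block (adjusted p = 0.0413). Under the other settings fixed before, its adjusted p was between 0.102 and 1.00. Arrays with the same number did not deviate together across genes (r = −0.112 over all genes and −0.271 over those above the background level). This does not exclude shared handling by number, since each r rests on 1 difference per group and control array 2 stood apart. The poly-A control RNAs dap, phe and thr differed between control arrays 1 and 2 by −0.35, −0.17 and −0.60. Between overexpression arrays 1 and 2 they differed by −0.08, −0.21 and −0.67. The lys control had opposite signs, 0.33 and −0.12. The replicate block gave 299 higher and 326 lower genes at an unadjusted p below 0.05. Crossed pairs gave 1 gene at an adjusted p below 0.05, and 373 higher and 380 lower genes at an unadjusted one. Against 348 higher and 358 lower genes, the methods' t-test gave 654 and 710, genes above the background level 67 and 78, all rows 2566 and 2913, protein-coding genes 118 and 113, and a minimum fold of 2 gave 12 and 15. The cause was not tested. With 1 array left out, a lone array was assumed to vary like the other pair, higher genes ranged from 209 to 925 and lower genes from 244 to 668, and between 188 and 325 of the 706 genes were shared. The combinations chosen afterwards gave these higher and lower counts. The methods' t-test over genes gave 72 and 99 at 1.5-fold and 5 and 6 at 2-fold. Over all named transcript clusters it gave 736 and 805 with no minimum fold, 493 and 517 at 1.2-fold, 306 and 324 at 1.3-fold, 84 and 119 at 1.5-fold and 6 and 10 at 2-fold. Over all transcript clusters it gave 2815 and 3075 with no minimum fold, 2101 and 2260 at 1.2-fold, 1441 and 1623 at 1.3-fold, 582 and 695 at 1.5-fold and 59 and 78 at 2-fold. Limma over all transcript clusters gave 2566 and 2913 at 1.2-fold and at 1.3-fold, 2154 and 2491 at 1.5-fold and 193 and 285 at 2-fold. The odds ratio of cell cycle genes among lower genes was 0 to 0.370 when arrays were left out, 0.535 with the methods' t-test and 0 elsewhere, and it was not computed for all rows. With under 2 such genes to be met by chance in the main analysis, an odds ratio of 0 says little.

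With 1 array left out, the median log2 fold change ranged from −0.13 to 0.014 for G1/S and S phase genes and from −0.12 to −0.016 for G2/M genes. Signs also turned for values that passed no test in the main analysis. These ranges were −0.081 to 0.12 for cyclins, CDKs and CDK inhibitors, −0.097 to 0.030 for the mitotic checkpoint and anaphase-promoting complex, −0.059 to 0.12 for meiosis genes, −0.079 to 0.20 for p53 target genes, −0.078 to 0.12 for apoptosis regulators, −0.072 to 0.092 for DNA repair genes, −0.012 to 0.066 for basal epithelial markers, −0.072 to 0.19 for epithelial-mesenchymal transition and motility genes, −0.057 to 0.0021 for interferon-stimulated genes, −0.016 to 0.038 for unfolded protein response and heat shock genes, −0.019 to 0.23 for hypoxia and glycolysis genes, −0.15 to 0.070 for cytokines, chemokines and NF-kB targets, −0.14 to 0.27 for immediate early and growth factor genes, −0.020 to 0.11 for endothelial markers, −0.058 to 0.064 for olfactory receptor genes, −0.12 to 0.10 for cytosolic ribosomal protein genes, −0.024 to 0.022 for microRNA host loci, −0.097 to 0.076 for spliceosomal and other small nuclear RNA genes, −0.085 to 0.14 for replication-dependent histone genes, −0.0026 to 0.024 for mitochondrially encoded genes, −0.11 to 0.14 for keratin-associated protein genes and −0.035 to 0.067 for immunoglobulin and T cell receptor segments. For single genes they were −0.0076 to 0.34 for CDKN1A, −0.15 to 0.13 for CDK2, −0.010 to 0.34 for CDK4, −0.084 to 0.048 for GAPDH and −0.16 to 0.055 for RPS26. The name pattern behind the mitochondrially encoded genes also takes nuclear copies. Without control replicate 1, 2 lists passed an adjusted p below 0.05, the immediate early genes (adjusted p = 1.47e-05) and the small nuclear RNA genes (adjusted p = 0.0169), and neither passed with an estimated correlation (adjusted p = 0.940 for both). With genes above the background level, the median was −0.049 for cyclins, CDKs and CDK inhibitors, −0.011 for meiosis genes, −0.018 for p53 target genes, −0.0036 for interferon-stimulated genes, −0.039 for fibroblast and stromal markers and 0.042 for keratin-associated protein genes, and small nucleolar RNA genes passed (adjusted p = 0.00593, median 0.14), but not with an estimated correlation (adjusted p = 0.863). With the mean of the rows of a gene, it was −0.043 for interferon-stimulated genes, 0.014 for cytosolic ribosomal protein genes and −0.000615 for replication-dependent histone genes. After quantile normalization it was 0.0047 for keratin-associated protein genes, and 0.034 for GAPDH. After centring it was 0.0045 for cytosolic ribosomal protein genes and 0.0011 for keratin-associated protein genes. The cause was not tested. The tests with an estimated correlation rest on few residual degrees of freedom, fewest with 1 array left out, so not passing them says little.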

Differences from the paper's values

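The paper reports 2306 differentially expressed genes, 1130 upregulated and 1176 downregulated, at a p below 0.05 with no adjustment named. At an unadjusted p below 0.05, limma gave 706 genes, 348 higher and 358 lower. Of the alternatives set before the data were examined, leaving out control replicate 1 gave a total of 1593 and 925 higher genes, both within 1.5 times of the paper's numbers, but 668 lower genes, which is not. Under every other alternative of that set all 3 counts differed from the paper's by more than 1.5 times. The methods' t-test gave 1364 genes, 654 higher and 710 lower, and all rows in limma, which include transcript clusters unnamed here, gave 5479, of which 2566 were higher and 2913 lower. The paper's text does not say which transcript clusters it counted or whether it set a minimum fold. Of 16 combinations of test, rows counted and minimum fold that were chosen after seeing the values, 1 came within 1.5 times of all 3 of the paper's counts, the methods' t-test over all transcript clusters with a 1.3-fold minimum, with 3064 in total, 1441 higher and 1623 lower, and it drops 2 of the paper's 10 genes, PLK5 and TNF. Another, also chosen after seeing the values, the methods' t-test over all named transcript clusters with no minimum fold, came within that range for the total of 1541 and the 805 lower ones but not for the 736 higher ones, and it drops 1 of the 10 genes, PLK5. The paper states no such minimum, and neither setting is taken as its method.

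The paper lists TCN2, PLK5 and TNF among its upregulated genes. Their log2 differences were 0.43, 0.17 and 0.15 at levels not above background, which get no direction of expression, and did not pass an unadjusted p below 0.05 in limma. The methods' t-test called TCN2 and TNF at the paper's threshold, and no setting that was run called PLK5. In the paper's real-time PCR, all of the 10 genes but TMEM45B and TNF matched its array result. The other 7 of the 10 genes passed an unadjusted p below 0.05 in limma, but only RPS27L, lower here as in the paper, was above the background level. All 10 were selected from the paper's calls on these arrays, so these passes are no independent support. With 1 array left out, 0 to 2 of the 10 passed.

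The paper places its differentially expressed genes in pathways related to the cell cycle, with such terms among the downregulated genes in Fig. 8c. Here 0 of the 358 lower genes and 0 of the 348 higher genes were on the 5 cell cycle lists. These lists are neither the KEGG pathways of the methods nor the biological process terms drawn in Fig. 8c, which are not analysed here. With the methods' t-test, 2 of 710 lower and 4 of 654 higher genes were on the lists. For C6orf141, the array gave 11.0-fold and the paper's real-time PCR in stable cells shows about 10-fold in Fig. 7a, read by eye.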

Other observations

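The tests of explanations in this part were chosen after the results were seen. Among lists beyond the cell cycle, 35 keratinocyte differentiation markers had a median log2 fold change of 0.15 (camera p = 0.0136, adjusted p = 0.203, p = 0.104 with an estimated correlation). FLG and KRT1, which encode proteins of the cornified epidermis, passed an unadjusted p below 0.05 with differences of 0.67 and 0.55. Both lay below the background level, so they get no direction of expression. Neither passed with trend and robust settings or the methods' t-test, FLG did not pass without control replicate 1 or C6orf141 overexpression replicate 2, and KRT1 passed neither with the replicate block nor without any array other than control replicate 1. The protease gene KLK5, at 15.02 ± 0.33 (SD, n = 2) in control cells, had 0.44. It passed an unadjusted p below 0.05 with trend and robust settings, but not in the main analysis or with the methods' t-test. Without C6orf141 overexpression replicate 2 the median of the list was 0.037, and with 1 array left out FLG ranged from 0.36 to 0.97 and KLK5 from 0.21 to 0.68. The 227 small nucleolar RNA genes had a median of 0.08 (camera p = 0.0121, adjusted p = 0.203, p = 0.0456 with an estimated correlation), with 3 higher and 2 lower. None of the 30 lists passed an adjusted p below 0.05 with camera or fry. Of 34 cytokines, chemokines and NF-kB targets, BIRC3 was lower with −0.75, IL31 passed at a level not above background, and the median was −0.03. Of 27 p53 target genes, RPS27L was lower, and the median was 0.00037. Of 34 apoptosis regulators, BIRC3 was lower, and the median was 0.03. BIRC3 had a mean signal of 6.33, within the range of the negative control rows, and did not pass with the methods' t-test. Of 32 meiosis genes, MOS and TEX12 passed at levels not above background, TEX12 not with the methods' t-test, and the median was 0.07. No member was higher or lower among DNA repair genes (median 0.01), basal epithelial markers (0.02), epithelial-mesenchymal transition and motility genes (0.09), interferon-stimulated genes (0.0025), unfolded protein response and heat shock genes (0.02), hypoxia and glycolysis genes (0.11), immediate early and growth factor genes (0.08), fibroblast and stromal markers (0.04), endothelial markers (0.03) and replication-dependent histone genes (0.00034). Of 21 cholesterol synthesis genes, MVD was higher by 0.57 (median 0.06), and of 17 leukocyte markers, CD3D passed at a level not above background (median 0.10), but neither passed with the methods' t-test. Among families of genes, 10 of 400 olfactory receptor genes were higher and 10 lower (median 0.0053), 1 and 1 of 55 cytosolic ribosomal protein genes (−0.0028), whose name pattern also takes relatives such as RPS27L, the lower one, 30 and 34 of 1498 microRNA host loci (0.0035), 45 and 34 of 1807 spliceosomal and other small nuclear RNA genes (−0.02), 7 and 10 of 343 genes matched by the name pattern for mitochondrially encoded genes (0.02), 3 and 1 of 104 keratin-associated protein genes (−0.0062), and 6 and 5 of 421 immunoglobulin and T cell receptor segments (0.02). The mitochondrial pattern also takes nuclear copies. Its 4 genes with the smallest p are pseudogenes, and 61 of the 343 were above the background level, so it is no measure of mitochondrial transcription. By gene type, 1.31% of protein-coding genes, 3.00% of long non-coding RNA genes, 2.97% of pseudogenes and 4.29% of microRNA genes passed an unadjusted p below 0.05, and 61.5%, 21.0%, 37.1% and 28.7% of these types were above the background level.

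The paper reports protein levels of cell cycle regulators 24 h after transient transfection, an experiment other than the one on the arrays. It gives a lower cyclin D1 and higher p21, p27, CDK1 and cyclin B1 at the protein level. On the arrays, CCND1 had a log2 signal of 14.59 ± 0.25 (SD, n = 2) in control cells and 14.86 ± 0.18 (SD, n = 2) under overexpression. CDKN1A, which encodes p21, had a log2 fold change of 0.16, CDKN1B, which encodes p27, −0.19, CDK1 −0.28, CCNB1 −0.12, CCNA2 −0.16, CDK2 −0.01 and CDK4 0.16. With 1 array left out, CCND1 ranged from 0.094 to 0.45, CDKN1B from −0.26 to −0.11, CDK1 from −0.46 to −0.0995 and CCNA2 from −0.25 to −0.075, and the signs of CDKN1A, CDK2 and CDK4 turned. None of these 8 genes passed an unadjusted p below 0.05. The endogenous C6orf141 signal of the control arrays, 8.25 on average, was above the background level of 5.81 in a line that the paper chose for its low expression. On control array 2 it was 7.92, where the negative control rows had a 95th percentile of 7.72.

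The 2 control arrays differed more than the 2 overexpression arrays. Over the genes above the background level, the SD of the log2 difference was 0.43 between the former and 0.27 between the latter. Of 31 immediate early and growth factor genes, which respond to serum and growth factors, 29 were higher on control array 1, by a median of 0.48, above the median of each of 10000 random lists matched on signal. EGR1 had 12.66 on control array 1 and 11.47 on control array 2, and 12.50 and 12.53 on the overexpression arrays. Other lists lay in the same tail, epithelial-mesenchymal transition and motility genes at percentile 99.4 of the random lists, cytokines at 98.2, hypoxia and glycolysis genes at 97.8, apoptosis regulators at 97.1, p53 target genes at 96.6, cyclins, CDKs and CDK inhibitors at 96.4 and DNA repair genes at 95.8. Of 55 ribosomal protein genes 10 and of 59 histone genes 18 were higher on control array 1, with medians of −0.19 and −0.22, and no random list had a lower one. Leukocyte markers, of which 5 of 17 were above the background level, lay at percentile 3.9 with a median of −0.22. Random lists do not carry the correlation between the genes of a list, estimated at 0.584 for the immediate early genes, so these percentiles are no test.

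Explanations of this difference between the control arrays were tested as follows. A shift with signal level left by the normalization is argued against by 99.6% of the SD being left after quantile normalization and 99.5% after cyclic loess. Differences in hybridization or scanning yield stay open. The 4 hybridization control RNAs differed by at most 0.13 between the control arrays, but such a difference may have been scaled out of the deposited values. Effects that depend on a probe's sequence stay open too. RNA labelling stays open, since the poly-A control RNAs differed by a root mean square of 0.39 between the control arrays and 0.36 between the overexpression arrays. The design gives no condition that separates the control arrays, and no biological explanation, such as the state of the cultures, was tested.

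Fewer genes passed an unadjusted p below 0.05 in limma under the real grouping than under the other groupings of the 4 arrays. There were 706 genes for the real one, and at most 1558 for another, control 1 with overexpression 2 against the rest, and all 3 groupings gave at least as many as the real one, so 3 splits are too few for a share under 0.05. Whether the spread between the control arrays is the cause stays open, since the real grouping gave 800 genes above the background level without control 1, against 86 and 330, but 244 without control 2, against 207 and 117, each time with a residual spread from the overexpression arrays, the pair most alike, which the other groupings do not use. A shared prior variance of dim and bright genes is not excluded either, as trend and robust settings left the pattern over all genes, with 685 against 824 and 2423, and above the background level, with 242 against 259 and 1803, but no spread of such counts is known. The grouping of control 1 with overexpression 2 gave over 2 times the genes of the real one. Its 1558 genes were still fewer than the 1672.9 expected by chance. Control 1 and overexpression 2 were nearly as alike as the overexpression pair (SD of the difference 0.275 against 0.269), and control 2 lay far from both (0.425 and 0.390). These distances come from the same values as the counts and are no separate support for a structure of the samples. The origin of the pattern was not tested, and C6orf141 followed the labels on all 4 arrays.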
